# Activation of mTORC1 in subchondral bone preosteoblasts promotes osteoarthritis by stimulating bone sclerosis and secretion of CXCL12

**DOI:** 10.1038/s41413-018-0041-8

**Published:** 2019-02-20

**Authors:** Chuangxin Lin, Liangliang Liu, Chun Zeng, Zhong-Kai Cui, Yuhui Chen, Pinling Lai, Hong Wang, Yan Shao, Haiyan Zhang, Rongkai Zhang, Chang Zhao, Hang Fang, Daozhang Cai, Xiaochun Bai

**Keywords:** Pathogenesis, Bone

## Abstract

Increasing evidences show that aberrant subchondral bone remodeling plays an important role in the development of osteoarthritis (OA). However, how subchondral bone formation is activated and the mechanism by which increased subchondral bone turnover promotes cartilage degeneration during OA remains unclear. Here, we show that the mechanistic target of rapamycin complex 1 (mTORC1) pathway is activated in subchondral bone preosteoblasts (Osterix+) from OA patients and mice. Constitutive activation of mTORC1 in preosteoblasts by deletion of the mTORC1 upstream inhibitor, tuberous sclerosis 1, induced aberrant subchondral bone formation, and sclerosis with little-to-no effects on articular cartilage integrity, but accelerated post-traumatic OA development in mice. In contrast, inhibition of mTORC1 in preosteoblasts by disruption of Raptor (mTORC1-specific component) reduced subchondral bone formation and cartilage degeneration, and attenuated post-traumatic OA in mice. Mechanistically, mTORC1 activation promoted preosteoblast expansion and Cxcl12 secretion, which induced subchondral bone remodeling and cartilage degeneration during OA. A Cxcl12-neutralizing antibody reduced cartilage degeneration and alleviated OA in mice. Altogether, these findings demonstrate that mTORC1 activation in subchondral preosteoblasts is not sufficient to induce OA, but can induce aberrant subchondral bone formation and secrete of Cxcl12 to accelerate disease progression following surgical destabilization of the joint. Pharmaceutical inhibition of the pathway presents a promising therapeutic approach for OA treatment.

## Arthritis: Activation of mTORC1 promotes osteoarthritis by stimulating bone sclerosis

Mammalian target of rapamycin complex 1 (mTORC1) is a protein complex that controls protein synthesis, and activation of mTORC1 in subchondral preosteoblasts promotes arthritis by stimulating bone sclerosis (abnormal hardening) and secreting C-X-C motif chemokine 12 (CXCL12). Subchondral preosteoblasts are cells that differentiate into bone-forming cells below the cartilage in joints, and CXCL12 is a protein that regulates a wide range of cellular activities. A team headed by Daozhang Cai and Xiaochun Bai of The Third Affiliated Hospital of Southern Medical University, Guangzhou, China investigated mTORC1 activity in subchondral preosteoblasts from osteoarthritis patients and mice. The team found that mTORC1 activation of subchondral preosteoblasts promoted osteoarthritis by stimulating abnormal subchondral bone formation and secretion of CXCL12, promoting cartilage degeneration. The authors believe that pharmaceutical inhibition of that pathway offers a promising approach in treating osteoarthritis.

## Introduction

Osteoarthritis (OA) is a highly prevalent and degenerative joint disorder which mainly affects the weight-bearing joints such as hips and knees, and is the leading cause of physical disability,^1–3^ presenting an enormous clinical and financial burden. However, no effective disease-modifying treatment for OA is currently available until the disease reaches the end stage, necessitating joint replacement.^4^ Indeed, the development of OA disease affects all joint tissues, being characterized by progressive degeneration of articular cartilage, vascular invasion of the articular surface, subchondral bone remodeling, osteophyte formation, and synovial inflammation.^5^ Despite the identified risk factors, which include genetic predisposition,^6^ mechanical abnormality,^7^ age,^8^ and obesity,^9^ the exact pathogenesis of OA remains unclear.

Recently, increasing evidences indicate that articular cartilage degeneration is related to aberrant subchondral bone turnover.^1,10,11^ Subchondral bone provides mechanical support for the overlying articular cartilage during the movement of joints and absorbs most of the mechanical force transmitted by diarthrodial joints. Relative to the slower turnover rate of articular cartilage, subchondral bone undergoes more rapid modeling and remodeling in response to changes of the mechanical environment.^12^ Indeed, homeostasis and integrity of articular cartilage rely on its biochemical and biomechanical interplay with subchondral bone and other joint tissues,^13^ and treatment targeting articular cartilage alone in OA has proven to be insufficient to halt disease progression. In a situation of instability, such as occurring with ligament injury,^14^ excessive body weight,^15^ or weakening muscles related to aging,^16^ the mechanical loading on weight-bearing joints is dramatically increased, and changes in the subchondral bone microarchitecture may precede articular cartilage damage. Thus, changes in the subchondral bone have been suggested to predict the severity of cartilage damage in OA.^17^ However, the mechanism by which aberrant subchondral bone formation is induced and the interplay between increased subchondral bone turnover and articular cartilage degeneration during OA remains unclear.

Mechanistic target of rapamycin (mTOR) is a highly conserved Ser/Thr protein kinase that functions as a master regulator of cell growth, proliferation, survival, and metabolism in response to nutrients, growth factors, and stresses.^18,19^ mTOR forms two distinct functional complexes, mTOR complex 1 (mTORC1) and mTORC2. mTORC1 is a sensitive target of rapamycin and is suppressed by the functional complex, tuberous sclerosis complex 1/2 (TSC1/2).^20^ Accumulating evidences suggest that mTORC1 is essential for maintenance of chondrocyte metabolic homeostasis and its activation in articular chondrocyte plays a vital role in OA development.^21^ We have previously shown that mTORC1 coordinates chondrocyte growth, proliferation, and differentiation, and that mTORC1 activation in turn activates articular cartilage chondrocytes and initiates OA, while its deletion or inhibition in chondrocyte prevents OA development.^22,23^ Previous studies by our group and others have also shown that balanced mTORC1 activity is critical for bone metabolism and development, acting by regulating osteoblast and osteoclast proliferation, differentiation, and function.^24–26^ However, the role of mTORC1 in subchondral bone formation during the pathogenesis of OA and the underlying mechanisms have not been reported.

C–X–C motif chemokine 12 (Cxcl12), also known as the stromal cell-derived factor 1 (SDF1), is an 8-kDa chemokine originally isolated from bone marrow stromal cells.^27^ It regulates a wide variety of cellular activities via interactions with C–X–C chemokine receptor type 4 (CXCR4).^28^ Recently, increasing evidences indicate that Cxcl12/CXCR4 may play a role in the progression of OA. A dramatic increase of Cxcl12 is found in the synovial fluid in the knee joints of rheumatoid arthritis and OA patients.^29^ Secondly, in vitro experiments have demonstrated that Cxcl12 regulates chondrocyte catabolic activity by stimulating the release of matrix metalloproteinase-3 (MMP-3) and MMP-13.^29,30^ These findings strongly suggest that Cxcl12 induces articular cartilage matrix degeneration during OA development. However, the mechanism by which Cxcl12 is regulated in OA remains to be elucidated.

In this study, we demonstrate that mTORC1 is activated in the preosteoblasts of subchondral bone from OA patients and destabilized OA mice. mTORC1 activation in Osterix^+^ cells induces preosteoblasts to form aberrant clusters resulting in osteogenesis in subchondral bone, while inhibition of mTORC1 attenuates these pathological changes and reduces the degeneration of articular cartilage. mTORC1 activation of subchondral preosteoblasts promotes OA by stimulating aberrant subchondral bone formation and secretion of Cxcl12 to promote cartilage degeneration; thus, pharmaceutical inhibition of the pathway might be a promising therapeutic approach for OA treatment.

## Results

### Preosteoblasts accumulate in subchondral bone during OA development

To investigate the role of subchondral bone changes in OA, articular cartilage and subchondral bone specimens from OA patients undergoing total knee replacement surgery or from non-OA trauma patients were analyzed. Hematoxylin and eosin (H&E) and Safranin O-Fast green staining revealed aberrant bone formation and severe bone sclerosis in the tibial subchondral bone of OA patients (Supplementary Fig. 1a–c), which were confirmed by micro-computed tomography three-dimensional (3D) reconstruction and analysis (Supplementary Fig. 1h and i). Tibial subchondral bone volume/total volume (BV/TV) fraction was positively correlated with OA Research Society International (OARSI) scores (*r* = 0.863, *P* < 0.001) (Supplementary Fig. 1j). Importantly, the number of Osterix^+^ cells was dramatically increased in OA patients compared with that of non-OA control (Supplementary Fig. 1d–e), while the number of subchondral osteoclasts remained unchanged (Supplementary Fig. 1f–g), indicating that uncoupled subchondral bone modeling occurred during OA progression.

To further evaluate subchondral bone changes during OA progression, the anterior cruciate ligament (ACL) of mice was transected to generate a destabilized ACL-transected (ACLT) OA mouse model. Proteoglycan loss and articular cartilage degeneration were detected at 2 weeks after ACLT and progressed gradually (Fig. 1a–c). Interestingly, enhanced subchondral bone resorption in the tibial subchondral bone was observed at 2 weeks after ACLT, but aberrant bone formation and severe sclerosis occurred at the late stages of OA (Fig. 1a), as manifested by an increase in osteoclast number as well as larger subchondral bone marrow cavities at 2 weeks, and subsequently a decrease in the osteoclast number to baseline at 6 weeks after surgery (Fig. 1d, e). The number of Osterix^+^ cells, however, was continuously elevated from 2 to 12 weeks after surgery (Fig. 1f, g), which may result from enhanced proliferation of Osterix^+^ cells (Fig. 1h, i). Immunofluorescent analysis of Ki-67 in cultured primary preosteoblasts and mouse articular cartilage was used to rule out the false-positive results (Supplementary Fig. 2a). Micro-CT scan and analysis further confirmed that the BV/TV of tibial subchondral bone had decreased at 2 weeks, but was increased both at 6 and 12 weeks post surgery (Fig. 1j, k). Similarly, bone mineral density (BMD) was decreased at 2 weeks, but increased at 12 weeks post surgery (Fig. 1l). These findings further indicate that subchondral bone preosteoblasts are activated during OA, resulting in aberrant bone formation and sclerosis.

**Fig. 1:**
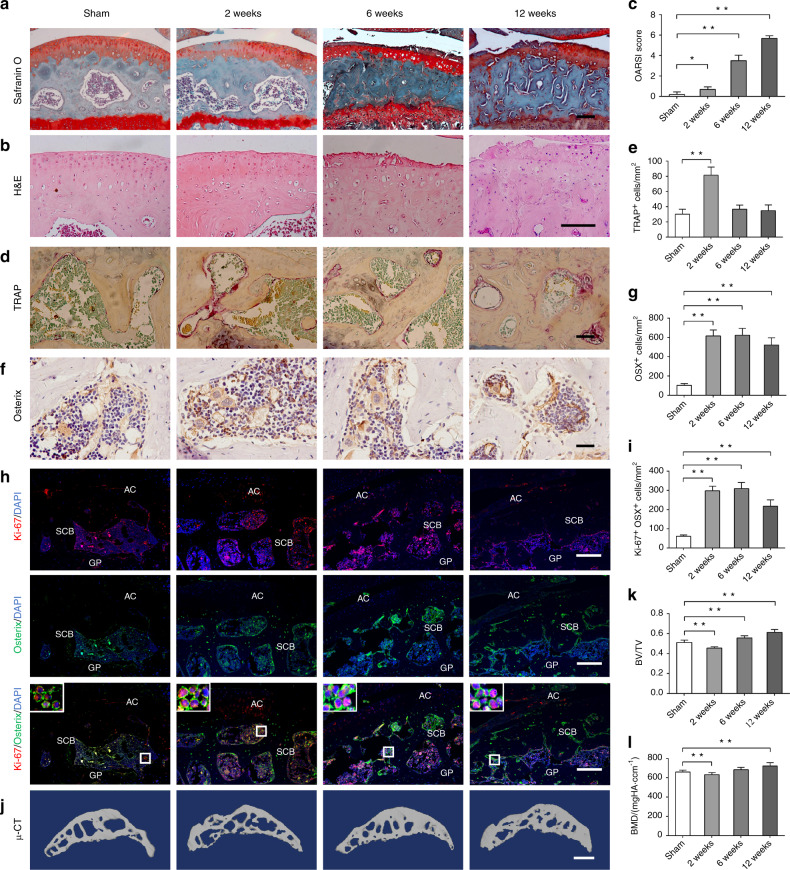
Preosteoblasts accumulate and activate in subchondral bone of ACLT OA mice. **a**, -**b** Representative Safranin O-Fast green and H&E staining of sagittal sections of tibia articular cartilage and subchondral bone in ACLT OA mice. Scale bars, 100 μm. **c** OARSI scores at 2, 6, and 12 weeks post surgery compared with that of the sham control. **d,** **e** TRAP staining and quantitative analysis of osteoclasts in mouse tibial subchondral bone at 2, 6, and 12 weeks post ACLT surgery compared with that of the sham control. Scale bars, 50 μm. **f**, **g** Representative immunohistochemical images and quantitative analysis of Osterix^+^ preosteoblasts in mouse tibial subchondral bone at 2, 6, and 12 weeks post ACLT surgery compared with that of the sham control. Scale bars, 100 μm. **h**, **i** Immunostaining images and quantitative analysis of Ki-67 in Osterix^+^ preosteoblasts in mouse tibial subchondral bone at 2, 6, and 12 weeks post ACLT surgery compared with that of the sham control. Boxed area is magnified on the top left corner. Scale bars, 100 μm. AC, articular cartilage; SCB, subchondral bone; GP, growth plate. **j** Representative 3D reconstructed micro-CT images of sagittal sections of mouse tibia subchondral bone at 2, 6, and 12 weeks post ACLT surgery compared with that of the sham control. Scale bars, 1mm. **k**, **l** Quantitative analysis of bone mass in subchondral bone: bone volume/total volume (BV/TV) and bone mineral density (BMD). Data are shown as mean±s.d. and analyzed by one-way ANOVA with Bonferroni post hoc test. *n* = 8, **P < 0.01

### mTORC1 is activated in subchondral bone preosteoblasts from OA patients and destabilized OA mice

Recent studies have shown that expression of mTOR is increased in peripheral blood mononuclear cells of OA patients, and is related to disease activity,^31^ and that pharmacological inhibition or genetic deletion of mTOR in chondrocyte decreases the severity of OA in an animal model.^16,32^ However, whether or not mTORC1 is activated in subchondral bone, and its role in OA has not been reported. Western blot analysis of subchondral bone tissues from collected tibial plateau specimens showed an enhanced phosphorylation of S6 (S235/236) (p-S6, a target and marker of mTORC1 activation) in OA patients compared to that of control (Fig. 2a). Consistently, immunohistochemical staining confirmed that the number of p-S6-positive cells dramatically increased in the subchondral bone of OA patients (Fig. 2b, d).

**Fig. 2:**
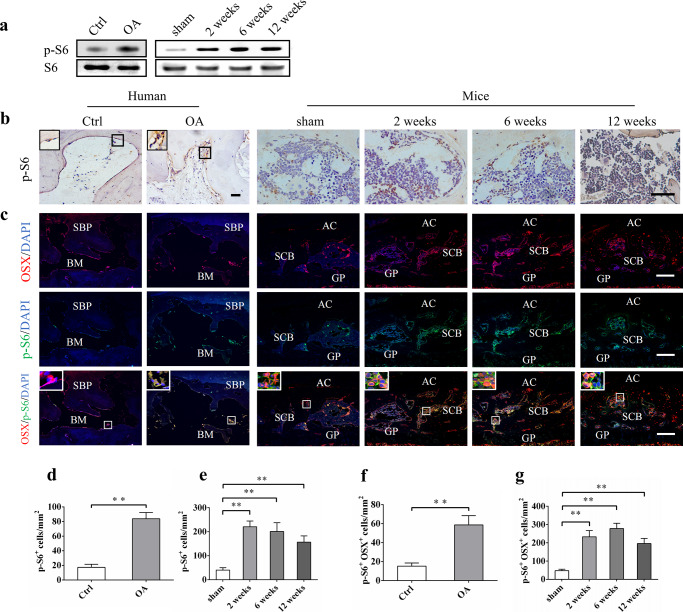
mTORC1 is activated in subchondral bone preosteoblasts in OA patients and destabilized OA mice. **a** Western blot analysis of p-S6 expression in tibia subchondral bone tissues from patients and OA mice. **b**, **d**, **e**) Representative immunostaining and quantitative analysis of p-S6^+^ cells in tibial subchondral bone of OA patients and OA mice. Scale bars, 200 μm. **c**, **f**, **g** Representative immunostaining and quantitative analysis of p-S6 in Osterix^+^ preosteoblasts in tibial subchondral bone of OA patients and OA mice. Boxed area is magnified on the top left corner. Scale bars, 100 μm. SBP, subchondral bone plate; BM, bone marrow; AC, articular cartilage; SCB, subchondral bone; GP, growth plate. Data are shown as mean±s.d. and analyze by Student’s *t* test or one-way ANOVA . *n* ≥8, **P < 0.01

Activation of mTORC1 was also detected in tibial subchondral bone tissues isolated from ACLT mice^33^ at 2, 6, and 12 weeks post surgery (Fig. 2a). P-S6 staining revealed a dramatic increase of p-S6-positive cells as early as 2 weeks post surgery (Fig. 2b, e). Moreover, most p-S6-positive cells were located on the subchondral bone surface in both OA patients and mice. Osterix and p-S6 double staining confirmed that p-S6 was detected mainly in Osterix^+^ preosteoblasts in the subchondral bone of OA patients and OA mice (Fig. 2c, f, g). In addition, mTORC1 activation could also be detected in some mature osteoblasts (OCN^+^) during OA development in ACLT mice (Supplementary Fig. 2b–c). Taken together, these results indicate that mTORC1 is activated in subchondral bone, specifically in osteoblastic lineage cells in OA patients and mice.

### Constitutive activation of mTORC1 in preosteoblasts induces aberrant bone formation in subchondral bone and promotes OA in mice

To characterize the specific role of subchondral bone mTORC1 activation in OA development, we generated mice with inducible mTORC1 activation in preosteoblast cells committed to the osteoblast lineage. We crossed floxed TSC1 (mTORC1-negative regulator) mice with Osx1-GFP::Cre mice (which express a GFP-Cre fusion protein under the direction of the Osx promoter and doxycycline) to generate conditional TSC1-knockout mice. Male mice with the genotype Osx1-GFP::CreTG/^+^; TSC1^flox/flox^ (ΔTSC1) were selected for further studies. Male TSC1^flox/flox^ littermates served as control (Supplementary Fig. 3a–b). To induce Osx-Cre-directed TSC1 disruption, doxycycline was omitted from the drinking water of mice at 12 weeks of age. The ablation of TSC1 was validated by western blot analysis of tibial subchondral bone tissue (Supplementary Fig. 3c). Osterix and p-S6 double staining of tibial subchondral bone showed a dramatic increase in p-S6 level in preosteoblast cells in ΔTSC1 mice (Fig. 3a, b), indicating that mTORC1 was activated by TSC1 disruption.

**Fig. 3:**
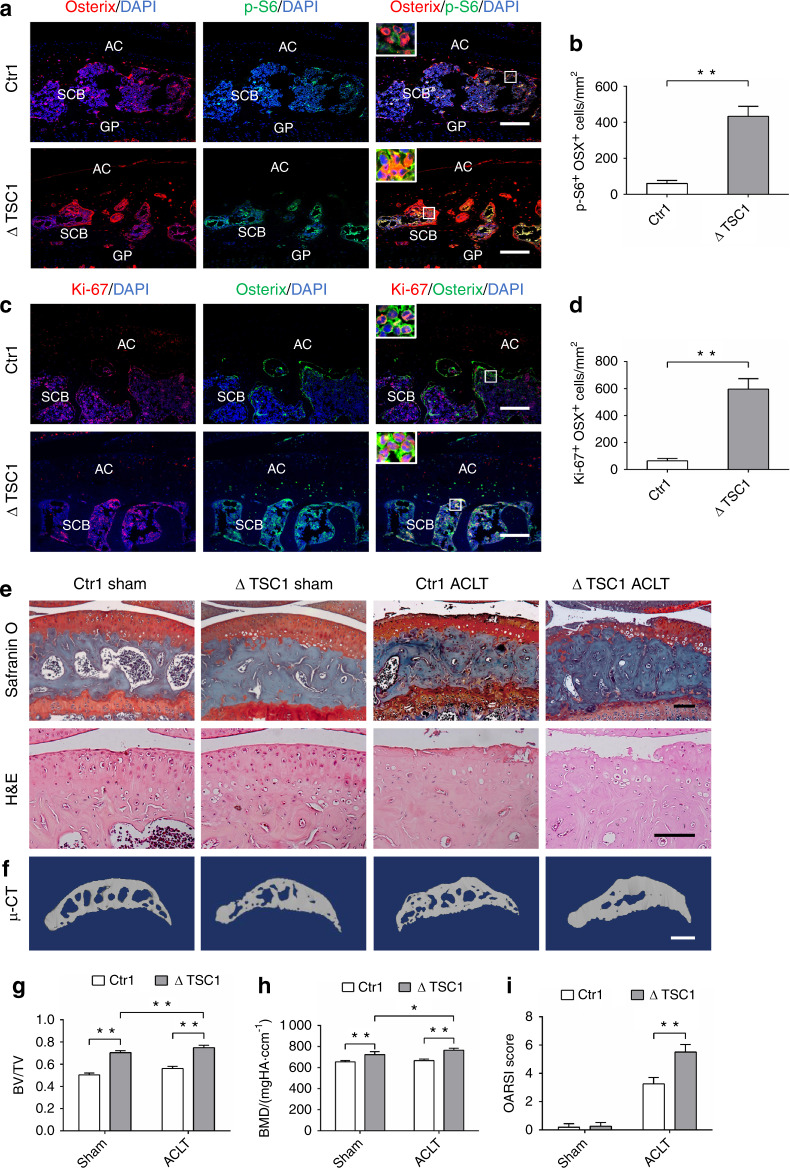
Constitutive activation of mTORC1 in preosteoblasts induces aberrant bone formation in subchondral bone and promotes OA in mice. **a**, **b** Representative photomicrographs and quantification of immunostaining of p-S6 in Osterix^+^ preosteoblasts in tibial subchondral bone of transgenic mice after Tsc1 deletion (ΔTSC1) compared to that of their littermates (Ctrl). **c**, **d** Representative photomicrographs and quantification of immunostaining of Ki-67 in Osterix^+^ preosteoblasts in tibial subchondral bone of transgenic mice after Tsc1 deletion (ΔTSC1) compared to that of their littermates (Ctrl). Boxed area is magnified on the top corner. Scale bars, 100μm. AC, articular cartilage; SCB, subchondral bone; GP, growth plate. **e** Representative Safranin O-Fast green and H&E staining of sagittal sections of articular cartilage and tibia subchondral bone of ΔTSC1 sham mice and ΔTSC1 ACLT mice compared to that of their littermates (Ctrl). Scale bars, 100 μm. **f** Representative 3D reconstructed micro-CT images of sagittal of tibia subchondral bone of ΔTSC1 sham mice and ΔTSC1 ACLT mice compared to that of their littermates (Ctrl). Scale bars, 1mm. **g**, **h** Quantitative analysis of bone mass in subchondral bone: bone volume/total volume (BV/TV) and bone mineral density (BMD). **i** OARSI scores based on the histology analysis. Data are shown as mean ± s.d. and analyzed by Student’s *t* test or two-way ANOVA . *n* ≥ 6, *P < 0.05, and **P < 0.01

Six weeks post TSC1 deletion, the subchondral bone BV/TV and BMD in ΔTSC1 mice were both remarkably increased relative to that of their control (Supplementary Fig. 3d–f). The number of Osterix^+^ cells and proliferative Osterix^+^ cells in subchondral bone were also dramatically increased, forming cell clusters on trabeculae surface (Supplementary Fig. 3g–h and Fig. 3c, d). In contrast, the number of tartrate-resistant acid phosphatase (TRAP)-positive osteoclasts remained unchanged (Supplementary Fig. 3g, i). Notably, significant aberrant bone formation and sclerosis could be observed in subchondral bone in sham ΔTSC1 mice at 6 weeks post deletion (Fig. 3e).

To further validate the role of mTORC1 activation of Osterix^+^ cells in OA development, mature male ΔTSC1 mice were subjected to ACLT and the knee joints were harvested 6 weeks post surgery. As excepted, ΔTSC1 mice developed severe sclerosis of the subchondral bone, with almost all of the marrow cavities filled with aberrant newly formed bone (Fig. 3e), and both BV/TV and BMD were increased in ACLT ΔTSC1 mice compared to that of the littermates or sham ΔTSC1 mice (Fig. 3f–h). Notably, articular cartilage degeneration was aggravated in ΔTSC1 mice following ACLT compared with that of the littermates or sham ΔTSC1 mice (Fig. 3e, i). Taken together, in the absence of surgery, ΔTSC1 mice presented subchondral bone sclerosis with little-to-no effects on articular cartilage integrity. On the other hand, ΔTSC1 mice receiving ACLT surgery exhibited more severe cartilage damage compared to that in the control and sham-operated ΔTSC1 mice. Thus, subchondral bone sclerosis driven by deletion of TSC1 in preosteoblasts is not sufficient to induce OA, but can accelerate disease progression following surgical destabilization of the joint.

### Deletion of mTORC1 in preosteoblasts prevents aberrant subchondral bone formation and OA development

To further investigate the role of subchondral bone preosteoblast mTORC1 activation in OA development, we generated mice with ablation of Raptor (a key mTORC1 component) in preosteoblast cells. We crossed floxed Raptor mice with Osx1-GFP::Cre mice to generate Osx1-GFP::CreTG/^+^; Raptor^flox/flox^ (ΔRaptor) mice (Supplementary Fig. 4a–b). Doxycycline was omitted from the drinking water of mature ΔRaptor mice to delete Raptor in Osterix^+^ cells. The inactivation of mTORC1 was further confirmed by western blot and Osterix and p-S6 double staining (Supplementary Fig. 4c and Fig. 4a, b), indicating that mTORC1 was inhibited by Raptor deletion.

**Fig. 4:**
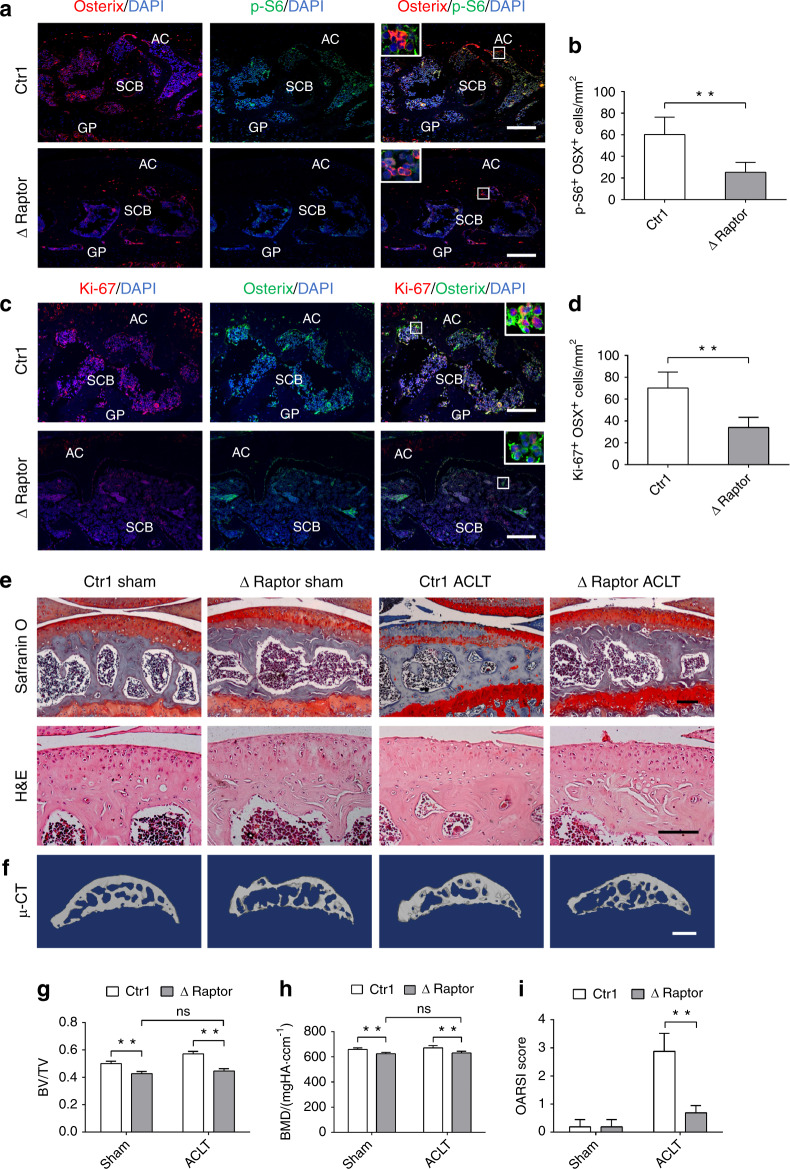
Inhibiting mTORC1 signaling in preosteoblasts prevents aberrant subchondral bone formation and OA development. **a**, **b** Representative photomicrographs and quantification of immunostaining of p-S6 in Osterix^+^ preosteoblasts in tibial subchondral bone of transgenic mice after Raptor deletion (ΔRaptor) compared to that of their littermates (Ctrl). **c**, **d** Representative photomicrographs and quantification of immunostaining of Ki-67 in Osterix^+^ preosteoblasts in tibial subchondral bone of transgenic mice after Raptor deletion (ΔRaptor) compared to that of their littermates (Ctrl). Boxed area is magnified on the top corner. Scale bars, 100 μm. AC, articular cartilage; SCB, subchondral bone; GP, growth plate. **e** Representative Safranin O-Fast green and H&E staining of sagittal sections of articular cartilage and tibia subchondral bone of ΔRaptor sham mice and ΔRaptor ACLT mice compared to that of their littermates (Ctrl). Scale bars, 100μm. **f** Representative 3D reconstructed micro-CT images of sagittal sections of tibia subchondral bone of ΔRaptor sham mice and ΔRaptor ACLT mice compared to that of their littermates (Ctrl). Scale bars, 1 mm. **g**, **h** Quantitative analysis of bone mass in subchondral bone: bone volume/total volume (BV/TV) and bone mineral density (BMD). **i** OARSI scores based on the histology analysis. Data are shown as mean±s.d. and analyzed by Student’s *t* test or two-way ANOVA . *n* ≥ 6, **P < 0.01, and ns ≥ 0.05

In contrast to mice with mTORC1 activation in preosteoblast cells, trabecular bone loss and large bone marrow cavities were observed in the subchondral bone of ΔRaptor mice with a 6-week inducible deletion (Supplementary Fig. 4d), and the BV/TV and BMD were significantly reduced (Supplementary Fig. 4e–f). The number of Osterix^+^ cells and proliferative Osterix^+^ cells in the subchondral bone marrow of ΔRaptor mice was significantly less than that of control (Supplementary Fig. 4g–h and Fig. 4c, d), with no change in the osteoclast number (Supplementary Fig. 4g and i). Notably, articular cartilage proteoglycan remained intact in the ΔRaptor mice post sham surgery (Fig. 4e).

To validate whether mice with mTORC1 inhibition in preosteoblasts could prevent subchondral aberrant bone formation and OA development, ΔRaptor mice were similarly subjected to ACLT and the knee joints were harvested at 6 weeks post surgery. Interestingly, the microarchitecture of subchondral bone was stabilized, as the BV/TV and BMD were significantly decreased in ACLT ΔRaptor mice compared with that of the littermates, but not significantly different compared with that of the sham ΔRaptor mice (Fig. 4f–h), indicating that aberrant subchondral bone formation was prevented during OA progression. Furthermore, surgically induced degeneration of articular cartilage was also attenuated relative to control mice receiving ACLT surgery (Fig. 4e, i). Taken together, these results further consolidated the theory that mTORC1 activation in Osterix^+^ cells plays a critical role in aberrant subchondral bone formation and sclerosis, and suggest that targeted inhibition of mTORC1 in subchondral Osterix^+^ cells could prevent cartilage degeneration and post-traumatic OA development.

### Activation of mTORC1 in subchondral preosteoblasts produces Cxcl12, promoting cartilage degradation

To explore the mechanisms through which subchondral mTORC1 in preosteoblasts promotes OA, we created a global messenger RNA (mRNA) expression profile of TSC1-defected or control preosteoblasts using a microarray. 

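The expression profile was measured on 2 arrays, 1 for control cells and 1 for cells labelled Tsc1 knockout. The cells were osteoblast-lineage cells released by collagenase from the calvaria, the flat bones of the skull, of mice 24 h after birth, and the RNA of 3 mice was pooled for each array. With 1 array per condition there was no replicate, so no test was made and no difference between the arrays has a P-value. The sample labels and the paper describe the cells differently. The labels give an osteocalcin-promoter Cre, wild-type controls, 3 rounds of digestion and osteoblasts, whereas the paper gives Osx1-GFP::Cre for its ΔTSC1 mice, 5 rounds of digestion and preosteoblasts. Each array carried 45018 spots, of which 1639 were control spots, and measured 41174 probes of 60 bases, 245 of them printed 10 times. Both arrays lay on the same slide and were scanned on the same day. Spots well above background numbered 29488 on the control array and 29926 on the knockout array, and no spot was saturated. The authors deposited the output of Agilent's Feature Extraction software, in which the processed signal of each spot is its fluorescence intensity after background subtraction and detrending within the array. Here the log2 processed signal of each probe was set relative to the 75th percentile of its array, and the control value was subtracted from the knockout value. A probe well above background on only 1 array was given a lower bound of its ratio, with the lowest signal well above background in place of the missing level. Over 176 probes with repeated spots that were well above background on both arrays, the log2 ratio had a pooled SD of 0.12 between spots. That SD was 0.05 for the 134 brighter probes and 0.23 for the 42 probes with a mean log2 processed signal under 7. This is the error of spots within the arrays and holds no variation between mice or pools. In the scanner output, 5 rows, 4 of Tsc1 and 1 of Cxcl9, hold the same values as the row of another gene in all 137 measured columns on both arrays. On the knockout array, 13 adjoining spots had a local background over 10 times the array's median, reaching 65265 against a median of 44. The 4 Xist probes were well above background on the control array and not on the knockout array, and neither the paper's text nor the labels give the sex of these newborn mice.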

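Tsc1, the gene targeted in the knockout, is listed with 4 probes on chromosome 2 of mm9 between 28529048 and 28546041. Their listed log2 ratios of knockout over control were -1.72, -1.81, -1.82 and -2.06. These numbers are also those of Necab1, Adcy1, Tdrd1 and Rin3, because each Tsc1 row repeats the row of 1 of these genes. Feature Extraction fits a smooth multiplicative surface over each array, and its value in a row should follow that of the spots around it. In the Tsc1 and Cxcl9 rows the surface departed from that of the 12 nearest spots by at least 1213 robust SD on the control array and 1906 on the knockout array, while no other spot departed by more than 79.2 and 47.9. The rows of the other genes of the pairs followed their surroundings. No reading of Tsc1 was therefore taken from these arrays, and the genotype label was not checked by the targeted gene. Cxcl12, which encodes a chemokine, has 2 probes on chromosome 6 of mm9, neither of which repeats another row. The probe from 117131227 to 117131286 had a processed signal of 6780 on the control array and 14200 on the array labelled Tsc1 knockout, a log2 ratio of 1.11. The probe from 117124474 to 117124533 had signals of 3210 and 6060, a log2 ratio of 0.96. The mean of both probes was 1.04 on the log2 scale, 2.06-fold higher in the knockout, and this exceeded the error between spots. Normexp background correction moved this value most, to 0.30, with a fit displaced by the 13 spots of bright background. Ranked by log2 ratio among the probes well above background on both arrays, the higher Cxcl12 probe was number 382, and 12545 of these probes were higher in the knockout. Without a second pool of either genotype, this difference cannot be set against the variation between pools. From this comparison the paper takes Cxcl12 as up-regulated and follows it further.

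**Figure D1:**
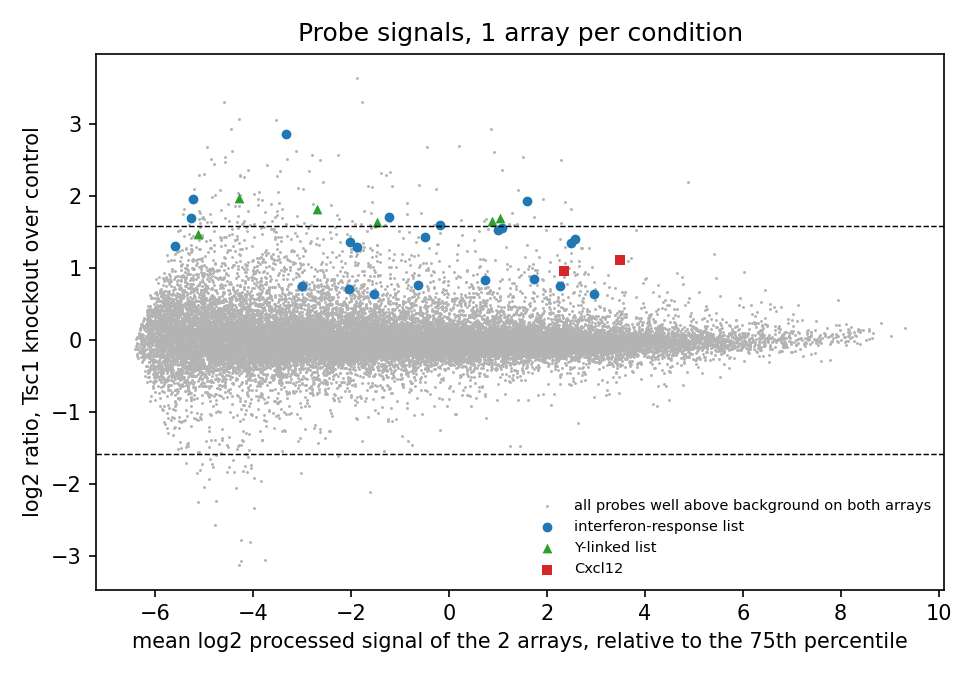
Log2 ratio of Tsc1 knockout over control against the mean log2 processed signal of the 2 arrays relative to the 75th percentile, for probes well above background on both arrays, with the 5 repeated rows left out. Each point is a probe, blue circles are interferon-response genes, green triangles Y-linked genes and red squares the Cxcl12 probes, which lie at 0.96 and 1.11, inside the dashed lines that mark a difference of 3-fold.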

Among the up-regulated mRNAs, Cxcl12 has been reported to play a role in cartilage degeneration. We found that Cxcl12 was expressed constitutively in preosteoblast cells in vitro (Fig. 5a). We further confirmed the increase (>20-folds) of Cxcl12 mRNA in primary ΔTSC1 preosteoblasts, but found a decrease (>5-folds) of Cxcl12 mRNA in ΔRaptor cells versus control cells (Fig. 5a). Cxcl12 protein levels exhibited similar changes in cultured preosteoblasts. Moreover, activation of mTORC1 promoted Cxcl12 expression and inactivation of mTORC1 reduced Cxcl12 expression in Osterix^+^ preosteoblasts both in subchondral bone and primary spongiosa in metaphysis (Fig. 6a, b, d, e). Furthermore, the secretion of Cxcl12 in culture supernatant of primary ΔTSC1 preosteoblasts was up-regulated, while its secretion in ΔRaptor cells was down-regulated compared with that of control cells (Fig. 5b). Interestingly, serum Cxcl12 level was significantly increased in wild-type mice post ACLT surgery (Fig. 5c), and further increased in ACLT ΔTSC1 mice, but significantly decreased in ACLT ΔRaptor mice (Fig. 5d). Altogether, these findings demonstrate that mTORC1 positively regulates Cxcl12 expression and secretion in preosteoblasts, implying that changes in Cxcl12 level caused by mTORC1-expressing preosteoblasts may contribute to the phenotypes of articular cartilage degeneration in ΔTSC1 and ΔTSC1 ACLT mice described above.

**Fig. 5:**
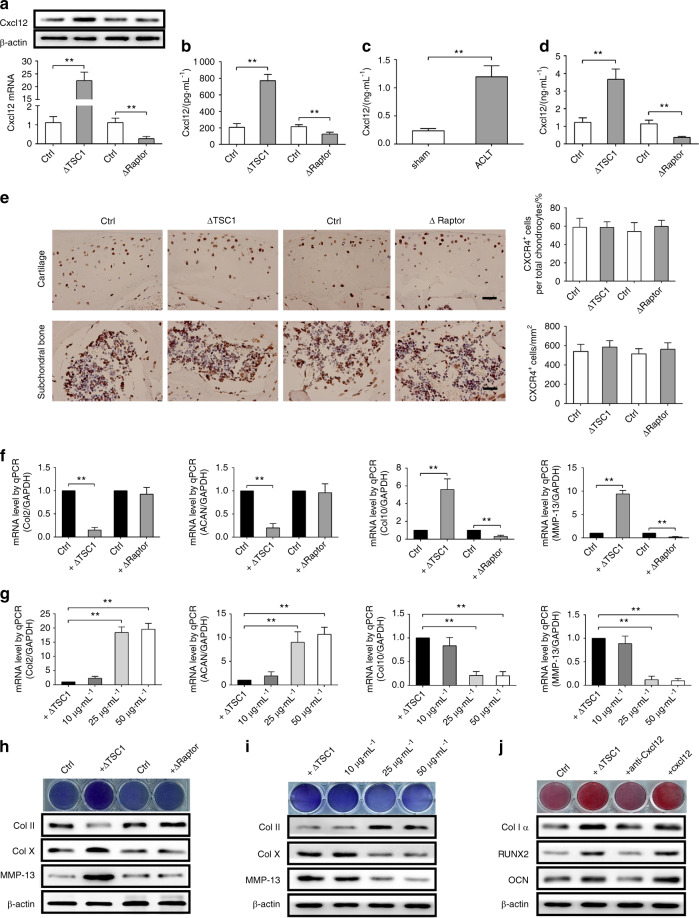
mTORC1 activation in subchondral preosteoblasts produce Cxcl12 to promote chondrocyte hypertrophic differentiation MSCs osteogenic differentiation. **a** Western blot and quantitative PCR analysis of Cxcl12 in primary preosteoblasts. **b**–**d**) Cxcl12 assessed by ELISA in the cultured medium of primary preosteoblasts or in the serum at 6 weeks post ACLT surgery. **e** Representative immunostaining and quantitative analysis of CXCR4^+^ cells in articular cartilage and subchondral bone in ΔTSC1, ΔRaptor mice, and their littermates (Ctrl). Scale bars, 100 μm. Quantitative analysis of CXCR4^+^ cells out of total cartilage chondrocytes. **f**, **g** Quantitative PCR analysis of Col2, ACAN, Col X, MMP-13 mRNA in ADTC5 cells treated with the cultured medium of primary preosteoblasts and Cxcl12-neutralizing antibody for 7 days. **h**, **i** Western blot analysis of Col2, Col X, MMP-13, and Toluidine blue staining in ADTC5 cells treated with CM of primary preosteoblasts and Cxcl12-neutralizing antibody for 7 days. **j** Western blot analysis of Col 1α, Col X, MMP-13, and Alizarin red staining in ADTC5 cells treated with CM of primary preosteoblasts, recombinant murine Cxcl12 or Cxcl12-neutralizing antibody for 14 days. Data are shown as mean ± s.d. and analyzed by Student’s *t* test and one-way ANOVA . *n* ≥ 8, **P < 0.01

**Fig. 6:**
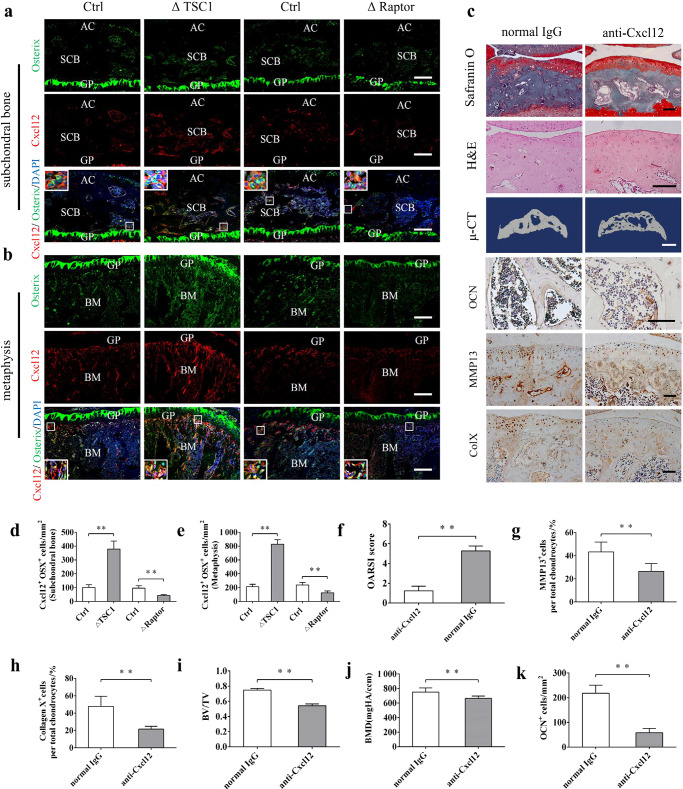
Administration of anti-Cxcl12 antibody attenuated subchondral bone remodeling and articular cartilage degeneration in ACLT mice. **a**, **b**, **d**, **e** Representative immunostaining and quantitative analysis of Cxcl12 in Osterix^+^ preosteoblasts in the subchondral bone and metaphysis in ΔTSC1, ΔRaptor mice, and their littermates (Ctrl). Boxed area is magnified on the corner. Scale bar, 100 μm. AC, articular cartilage; SCB, subchondral bone; GP, growth plate; BM, bone marrow. **c** Representative Safranin O-Fast green, H&E staining, 3D reconstructed μ-CT images and immunohistochemical staining of OCN, type X collagen, and MMP-13 in ΔTSC1 mice administered with anti-Cxcl12 antibody or normal IgG for 6 weeks. Scale bar, 100 μm (Safranin O, H&E staining, OCN, type X collagen, and MMP-13), 1 mm (μ-CT). **f** OARSI scores based on the histological analysis. **g**, **h** Quantitative analysis of type X collagen and MMP-13 in articular cartilage. **i**, **j** Quantitative analysis of bone mass in subchondral bone: bone volume/total volume (BV/TV) and bone mineral density (BMD). **k** Quantitative analysis of OCN^+^ osteoblasts in tibial subchondral bone. Data are shown as mean±s.d. and analyzed by Student’s *t* test. *n* ≥ 6, **P < 0.01

We next sought to determine whether Cxcl12 was responsible for articular cartilage degeneration during OA. Interestingly, CXCR4, a Cxcl12 receptor, was constitutively expressed in articular cartilage chondrocytes of ΔTSC1, ΔRaptor mice, and their respective control (Fig. 5e). We further treated ACLT ΔTSC1 mice with anti-Cxcl12 antibody to neutralize endogenous Cxcl12 in vivo. Notably, articular cartilage degeneration was significantly attenuated by administration of the antibody compared to those treated with normal immunoglobulin G (IgG) (Fig. 6c, f). Moreover, the percentages of MMP-13^+^ and type X collagen^+^ chondrocytes were significantly reduced (Fig. 6c, g, h), indicating protection from cartilage degeneration. Consistently, ADTC5 cells maintained in conditioned medium (CM) from ΔTSC1 preosteoblasts exhibited hypertrophic differentiation and mineralization, compared with those cultured in CM from ΔRaptor and control preosteoblasts (Fig. 5f, h). The hypertrophic differentiation of ATDC5 cells induced by CM from TSC1-deficient preosteoblasts was significantly attenuated by Cxcl12-neutralizing antibody (Fig. 5g, i). These data suggest that the elevated Cxcl12 in preosteoblasts contributes to articular cartilage degeneration in TSC1-deficient ACLT mice.

Interestingly, CXCR4 was also detected in mesenchymal stem cells (MSCs) (Fig. 5e), and MSCs maintained in CM from ΔTSC1 preosteoblasts or supplemented with Cxcl12 exhibited osteogenic differentiation and mineralization, compared with those cultured in CM from control preosteoblasts (Fig. 5j). The effect of TSC1-deficient preosteoblasts CM on ATDC5 cells was significantly attenuated by Cxcl12-neutralizing antibody (Fig. 5j). Moreover, alleviative bone formation and bone sclerosis were observed in the subchondral bone by administration of anti-Cxcl12 antibody (Fig. 6c), as well as evidenced by decreased OCN^+^ cells, BV/TV, and BMD compared to those treated by normal mouse IgG (Fig. 6i–k). These data suggested that Cxcl12 may contribute to aberrant subchondral bone remodeling during OA development, in addition to articular cartilage degeneration.

## Discussion

Although the contribution of abnormal subchondral bone remodeling to articular cartilage degeneration and OA progression has been established,^34^ the precise mechanism by which aberrant subchondral bone formation is initiated and induces cartilage degeneration during OA is still unclear. Previously, it was shown that subchondral bone-derived tumor growth factor-β and hypoxia-inducible factor-1α could be released, causing uncoupling of subchondral bone remodeling and damage to articular cartilage in destabilized OA mouse models.^1,35,36^ These studies demonstrate that subchondral bone changes may be more sensitive to alterations in mechanical loading, and reveal the contribution of subchondral bone changes to articular cartilage degeneration in OA progression; however, the cellular and molecular mechanisms of such communication are not well defined. In the present study, we show the critical role of mTORC1 signaling by preosteoblasts in subchondral bone formation, and cross-talk to articular cartilage degeneration mediated by Cxcl12 during post-traumatic OA development. Inactivation of mTORC1 in subchondral bone preosteoblasts or treatment with Cxcl12 antibody is able to prevent subchondral bone sclerosis and attenuate articular cartilage degeneration in OA mice. Therefore, this study, the first report on mTORC1 signaling in aberrant subchondral bone formation and the interplay between subchondral bone and articular cartilage during OA progression, shows that targeted inhibition of preosteoblast mTORC1 provides a novel prospective therapy for OA.

Both clinical and animal studies have reported that progression of OA is accompanied by turnover in the subchondral bone microarchitecture.^10,37^ Aberrant subchondral bone formation and sclerosis have been reported in human OA joints^38^ and in several experimental OA models.^39^ Similarly, we found that the subchondral bone underwent dramatic remodeling after surgery in ACLT mice and OA patients. The identified risk factors for OA, including ligament injury, excessive body weight, and muscle weakening during aging, increase the mechanical loading on weight-bearing joints.^40–42^ The architecture of subchondral bone and plate adapt via modeling and remodeling in response to these mechanical stresses. Because the subchondral bone acts as a structural girder and shock absorber for the adjacent articular cartilage, aberrant bone formation and sclerosis enhance the subchondral bone holding strength and stiffness, but reduce elastic deformation and shock absorption capacity, causing an imbalance in mechanical stress distribution and/or excessive loading in articular cartilage, which in turn causes articular cartilage wear as a result of joint motion.^35,43^ Preventing aberrant bone formation and sclerosis in subchondral bone is a promising therapeutic strategy to curb the progression of OA.

mTORC1 is known for its anabolic effects on articular cartilage homeostasis by stimulating the production of extracellular matrix proteins and preventing terminal differentiation of chondrocytes,^23^ but the role of mTORC1 in subchondral bone changes during OA is unclear. In this study, we observed that changes in mechanical loading increased mTORC1 activity in subchondral bone preosteoblasts in mice and in vitro. In addition, mTORC1 is also activated in subchondral bone preosteoblasts from OA patients. As we and other groups have shown that mTORC1 activation in Osterix^+^ cells strongly promotes preosteoblast proliferation and expansion and produces high bone mass in mice,^25,44^ mTORC1 activation may stimulate subchondral preosteoblast proliferation and sustained subchondral bone formation in ACLT and ΔTSC1 mice. Notably, during the normal remodeling process, osteoblasts and their progenitors are located at resorption sites on the bone surface. However, abnormal mechanical loading-induced mTORC1 activation of subchondral preosteoblasts promotes their proliferation and “in situ” formation of preosteoblast clusters in the bone marrow cavities. We suggest that these clustered preosteoblasts, spatiotemporally uncoupled from osteoclastic bone resorption, produce large amount of less mineralized bone in the bone marrow, leading to subchondral bone sclerosis. These data reveal that mTORC1 plays an essential role in aberrant subchondral bone formation and sclerosis during OA development.

Previous studies have shown that Cxcl12 is a catabolic factor that can infiltrate cartilage, reduce proteoglycan content, and increase MMP-13 activity.^45^ Inhibiting the Cxcl12/CXCR4 signaling pathway can attenuate the pathogenesis of OA.^46^ Moreover, it also induces the migration of bone marrow MSCs to articular lesion sites. For the first time, we established the existence of cross-talk between bone-forming preosteoblasts and articular chondrocytes mediated by Cxcl12. Cxcl12 was expressed constitutively in preosteoblasts and regulated by mTORC1. Furthermore, serum Cxcl12 level was drastically up-regulated by mTORC1 activation of preosteoblasts during OA, which was detected in ACLT mice. Its receptor CXCR4 was expressed in articular cartilage chondrocytes. We speculated that a direct effect of Cxcl12 on these cells might contribute to articular cartilage degeneration observed in our mouse models. Indeed, chondrocytes and preosteoblasts co-cultured in vitro generated similar effects to those observed in articular cartilage when exposed directly to Cxcl12 in vivo. Importantly, Cxcl12-neutralizing antibody administration reduced cartilage degeneration and alleviated OA development in OA and mutant mice. These results support our conclusion that Cxcl12 mediates articular cartilage degeneration stimulated by mTORC1 activation in subchondral preosteoblasts during OA.

In order to investigate the role of mTORC1 activation in subchondral bone remodeling during post-traumatic OA development, the ACLT OA mouse model was employed in this study according to previous studies.^1,47^ However, ACLT model might be too severe to represent human OA. The DMM model is more reliable, reproducible, and structural similar to human degenerative OA.^48^ The mTORC1 activation in the DMM model is of interest for further investigation.

Taken together, the results of this study suggest a novel pathological mechanism for OA development on subchondral bone–articular cartilage interplay. Abnormal mechanical loading activates mTORC1 in subchondral bone preosteoblasts in OA, and mTORC1 activation promotes preosteoblast proliferation and Cxcl12 secretion, resulting in aberrant subchondral bone formation and bone sclerosis, and articular cartilage degeneration (Fig. 7). Consequently, pharmaceutical inhibition of the pathways might be beneficial for OA patients.

**Fig. 7:**
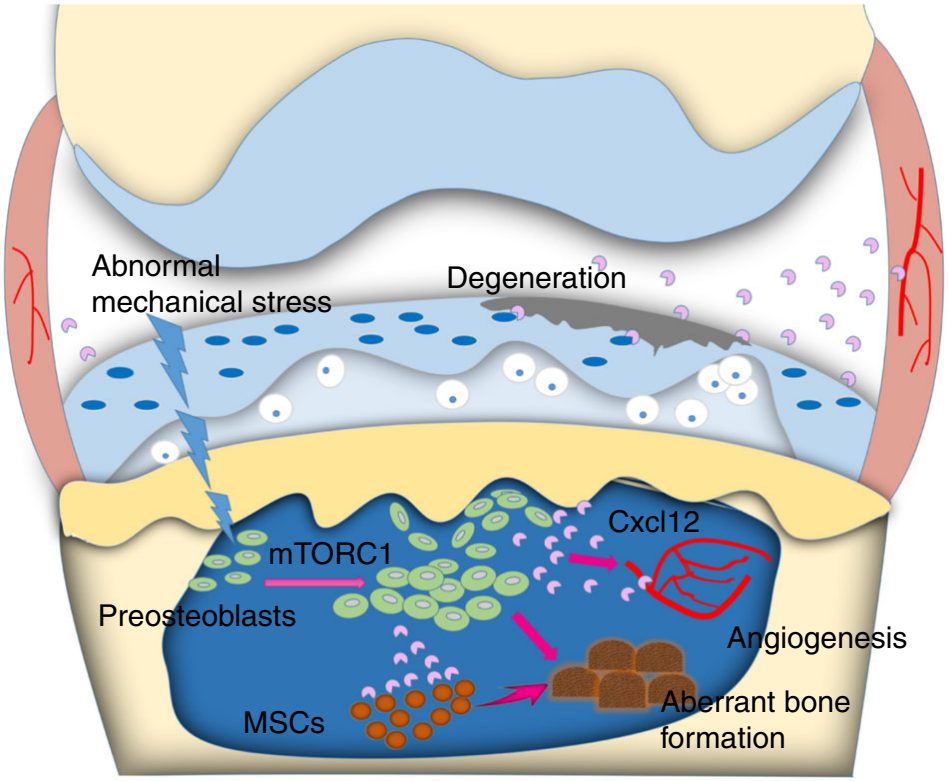
Model of elevated active mTORC1 in the subchondral bone at the onset of OA. mTORC1 is activated in the subchondral bone in response to abnormal mechanical loading, which induces preosteoblast abnormal proliferation and Cxcl12 secretion to promote subchondral bone formation and articular cartilage degeneration for OA progression

## Materials and methods

### Human samples

After the study was approved by the Ethics Committee of the Third Affiliated Hospital of Southern Medical University, 38 tibial plateaus (including articular cartilage) were obtained from OA patients who were undergoing knee replacement surgery. Eight normal samples from victims of road traffic accidents with no history of arthritic diseases served as control. The specimens were processed for micro-CT analysis, histological examination, and calculated per patient in three sequential sections with OARSI scoring system as previously described.^49^ The number of positively stained cells in the tibia subchondral bone area was counted in three sequential sections per patient in each group.

### Mice

We purchased the Tsc1^flox/flox^, Raptor^flox/flox^, R26-mT/mG, and Osx1-GFP::Cre mouse strains from the Jackson Laboratory (Bar Harbor, ME, USA). The background of Tsc1^flox/flox^ mice is 129S4/SvJae, and these mice were backcrossed to mice with a C57BL/6 background for eight generations before use. We performed genotyping using genomic DNA isolated from tail biopsies, using the following primers: loxP Tsc1 allele forward, 5ʹ-GTCACGACCGTAGGAGAAGC-3ʹ and reverse, 5ʹ-GAATCAACCCCACAGAGCAT-3ʹ; loxP Raptor allele forward, 5ʹ -CTCAGTAGTGGTATGTGCTCAG-3ʹ and reverse, 5ʹ-GGGTACAGTATGTCAGCACAG-3ʹ; Osx1-GFP::Cre forward, 5ʹ-CTCTTCATGAGGAGGACCCT-3ʹ and reverse, 5ʹ-GCCAGGCAGGTGCCTGGACAT-3ʹ.

We purchased C57BL/6J (wild-type) mice from the Experimental Animal Centre of Southern Medical University (Guangzhou, China). Importation, transportation, housing, and breeding of the mice were all conducted according to the recommendations of “The use of non-human primates in research.” The mice were euthanatized by cervical dislocation to prevent suffering. The Southern Medical University Animal Care and Use Committee approved all procedures involving the mice.

### Doxycycline treatment

Osx-Cre (Osx1-GFP::Cre), a BAC transgenic mouse line expressing a GFP::Cre fusion protein from the regulatory sequence of Osx, was generated to direct gene deletion in the osteoblast lineage.^50^ The characterization of this mouse line revealed that Cre activity is largely restricted to the osteogenic perichondrium, periosteum, and osteoblast-lineage cells within the marrow cavity.^51^ Cre-mediated recombination in these mice is under the control of doxycycline. To prevent the Osx promoter from driving Cre expression, mated mice were fed with doxycycline (Sigma-Aldrich, St. Louis, MO, USA; 9891) in drinking water to deliver a daily dose of 2–3 mg/mouse of doxycycline according to the manufacturer’s instruction. Cre activity was indeed suppressed in Osx-Cre mice by doxycycline treatment in Osx-Cre; R26-mT/mG mice (Supplementary Fig. 2d).

### Experimental OA model, anti-Cxcl12 antibody treatment, and histomorphometry

Three-month-old male C57BL/6J, ΔTSC1, ΔRaptor mice and control mice were subjected to ACL transection (ACLT) surgical procedure to induce mechanical instability-associated OA, as previously described,^52^ and the procedure to establish sham operation group was similar to operation group but without transecting the ACL. Knee joints freshly dissected from mice were fixed for 48 h in 4% paraformaldehyde at 4 °C, and then decalcified for 21 days in 10% EDTA (pH 7.4). The tissues were embedded in paraffin and sectioned continuously (4 μm thick) and serial sections were obtained from the medial and lateral compartments at 50-μm intervals. Eight representative mid-sagittal sections were deparaffinized in xylene, hydrated with graded ethanol, and stained with H&E or Safranin O/Fast Green. We quantified the degeneration of the articular cartilage of the medial and lateral tibial plateau joint with the OARSI scoring system as previously described.^53^ The final score was generated by averaging individual scores.

### Micro-CT analysis

The knee joint specimens were analyzed by high resolution μ-CT Scanner (Viva CT80; Scanco Medical AG, Bassersdorf, Switzerland). The scanner was set at a voltage of 55 kV, a current of 145 mA and a resolution of 10 μm per pixel. Cross-sectional images of the tibial subchondral bone were used to perform three-dimensional histomorphometric analysis. We defined the region of interest to cover the whole subchondral bone medial compartment, and we used a total of ten consecutive images from medial tibial plateau for 3D reconstruction and analysis. Three-dimensional structural parameters analyzed including: bone mineral density (BMD), BV/TV, trabecular number and trabecular thickness.

### Immunohistochemical and immunofluorescent analyses

TRAP staining (Sigma-Aldrich, Missouri, USA) and immunostaining were performed according to the manufacturer’s instructions. Serial sections were incubated with primary antibodies to anti-Osterix (Abcam, ab22552; Santa Cruz, sc-393060), anti-Ki-67 (Immunoway, YM-3064), anti-p-S6 ribosomal protein (Ser235/236) (Cell Signaling Techonlogy, #2211), anti-Cxcl12 (Abcam, ab9797), anti-CXCR4 (Abcam, ab124824), anti-collagen X (Abcam, ab58632), and anti-MMP-13 (Abcam, ab39012) overnight at 4 °C. For immunofluorescent staining, secondary antibodies conjugated with fluorescent tags were added and slides were incubated at room temperature for 1h in dark. Photomicrographs of sections were captured to perform histomorphometric measurements on the entire area of the tibial subchondral bone with ZEISS Scope A1 (Zeiss, Heidelberg, Germany), Quantitative histomorphometric analysis was conducted in a blinded fashion using the OsteoMeasure XP Software (OsteoMetrics, Inc., Atlanta, USA). The number of positively stained cells in the entire tibia subchondral bone area was counted in three sequential sections per mouse in each group.

### Cell culture

The chondrogenic cell line ATDC5 (Riken BioResource Center, Tsukuba, Japan) was cultured in maintenance medium consisting of Dulbecco’s modified Eagle’s medium (DMEM) nutrient mixture F12 (DMEM:F12) (Gibco) supplemented with 5% fetal bovine serum (FBS) (Gibco). Chondrogenesis of ATDC5 cells was induced by treatment with insulin, transferrin, and selenous acid (Sigma-Aldrich) according to a previously reported method.^54^ Bone marrow-mesenchymal stromal cells were isolated from bone marrow of C57BL/6 mice and previously characterized by phenotyping and trilineage differentiation potential as described previously.^55^ They were expanded in proliferative medium consisting in DMEM, 100 μg·mL^−1^ penicillin/streptomycin, 2 mmol·L^−1^ glutamine, and supplemented with 10% FBS. For osteogenic induction, 50 μg·mL^−1^ l-ascorbic acid (Sigma-Aldrich) and 10 mmol·L^−1^ β-glycerol phosphate (Sigma-Aldrich) were added.

Primary preosteoblast cells were isolated from the calvaria of newborn mice. In brief, calvariae were dissected from the mice (24h after birth), rinsed with phosphate-buffered saline (PBS) and digested in freshly prepared 0.1 mg·mL^−1^ collagenase type-II (Thermo Fisher Scientific, Waltham, MA, USA) in α-minimal essential Eagle’s medium (α-MEM) at 37 °C for 20 min; the digestion was repeated five times. After digestion, supernatants were combined and centrifuged to pellet the cells.^56^ Cells were then maintained in α-MEM (Gibco, Thermo Fisher Scientific) supplemented with 10% FBS (Gibco), 100 U·mL^−1^ penicillin and 100 mg·mL^−1^ streptomycin sulfate, at 37 °C with 5% CO_2_. After reaching confluence in 60-mm culture dishes, the medium was replaced with α-MEM (Gibco) supplemented with 1% bovine serum albumin, and the cells were cultured for 16 h before collecting the CM. The CM was then centrifuged for 15 min at 1 500 × *g* at 4 °C, and then stored at −80 °C until use. Mouse Cxcl12 antibody (R&D Systems, Minneapolis, MN, USA, #MAB310, 10–50 μg·mL^−1^) and recombinant murine Cxcl12 (PrimeGene Bio-Tech, #20315, 100 ng·mL^−1^) was added to the CM as indicated.

### Toluidine blue staining and Alizarin red staining

Cultured cells were fixed with 4% paraformaldehyde for 30 min at room temperature, then stained using a Toluidine Blue Staining Kit (Leagene, Beijing, China) for 60 min at room temperature, and finally washed with PBS to remove excess dye.

For the detection of osteogenic differentiation, the Alizarin red assay (Sigma-Aldrich) was performed to determine mineralization. Briefly, cells were washed with PBS, fixed with paraformaldehyde for 30 min, incubated with 1% Alizarin red for 30 min at room temperature, and washed with PBS to remove the excess of staining. Osteogenic nodules were stained in orange-red due to calcium deposition.

### ELISA analysis

We used the mouse (SDF1) ELISA (enzyme-linked immunosorbent assay) Kit (Elabscience Biotechnology Co. Ltd, Wuhan, China; #E-EL-M1094c) to analyze Cxcl12 in serum and CM. ELISA analysis was performed according to the manufacturer’s instructions.

### Real-time quantitative PCR and microarray analysis

Total RNA was isolated from cell pellets using TRIzol reagent (Life Technologies, Grand Island, NY, USA). Complementary DNA was reversely transcribed from RNA samples using reverse transcription reagents (Vazyme Biotech Co. Ltd, Nanjing, China) and quantitative PCR assays were carried out to quantify levels of mRNA expression of Cxcl12, type-II collagen (Col2), aggrecan (ACAN), type X collagen (Col10), and collagenolytic MMP (MMP-13) with glyceraldehyde 3-phosphate dehydrogenase (GAPDH) as the internal loading control using Real-Time PCR Mix (Vazyme Biotech Co. Ltd) in a Light Cycler (Roche Molecular Biochemicals, Indianapolis, IN, USA). The following primer sequences were used: Cxcl12 (forward primer: 5′-TCCCCTTGTGTTTTGGCAGT-3′; reverse primer: 5′-TTGCATCTCCCACGGATGTC-3′); Col2 (forward primer: 5′-CACACTGGTAAGTGGGGCAAGACCG-3′; reverse primer: 5′-GGATTGTGTTGTTTCAGGGTTCGGG-3′); ACAN (forward primer: 5′-GAAGGTGAAGGTCGGAGTC-3′; reverse primer: 5′-GAAGATGGTGATGGGATTTC-3′); Col10 (forward primer: 5′-AAGTGGACCGAAAGGAGACA-3′; reverse primer: 5′-TGGAAACCCATTCTCACCTC-3′); MMP-13 (forward primer: 5′-GCTGCGGTTCACTTTGAGAA-3′; reverse primer, 5′-GGCGGGGATAATCTTTGTCCA-3′); and GAPDH (forward primer: 5′-AAATGGTGAAGGTCGGTGTGAAC-3′; reverse primer, 5′- CAACAATCTCCACTTTGCCACTG-3′).

For mRNA array analysis, samples were submitted to Shanghai Biotechnology Corporation for hybridization on an Agilent-014868 Whole Mouse Genome Microarray 4×44K G4122F (Probe Name version). Each microarray chip was hybridized to a single sample labeled with Cy3. 

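The authors' processed values were deposited as a table of 41174 probes and 93 control rows, on the log2 scale. Its medians were 6.25 for the control and 6.25 for the Tsc1 knockout, and its upper quartiles were 9.77 and 9.77. Within each array these values kept the order of the scanner's processed signals (Spearman's rho of 1 across probes, which are not independent replicates). The sources used here do not name the normalization, and equal quartiles on both arrays are what quantile normalization gives. In this table the median log2 ratio over probes well above background on both arrays was -0.04, against -0.02 with the scaling to the 75th percentile. The rows of Tsc1 and Cxcl9 repeat those of other genes in this table as well, which gives 10 probes in pairs of equal values.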

Background subtraction and normalization were performed. 

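At a threshold of 3-fold, 319 probes were higher and 194 were lower on the Tsc1 knockout array among 28954 probes well above background on at least 1 array. Of the higher probes, 143 were well above background on both arrays and 176 passed by their lower bound. Of the lower probes, 39 were measured on both arrays and 155 passed by their bound. The higher probes carried 260 gene names and the lower probes 152. Among them, 1 higher probe and 4 lower probes were repeated rows, and without these the counts were 318 and 190. Normexp background correction changed the counts most, to 10022 higher and 10 lower. No P-value was computed, because 1 array per condition gives none, and the P threshold of the selection was not applied. Neither Cxcl12 probe was among the 319. The rule set for naming genes ranks single probes and requires a change past 3-fold under normexp as well, with the fit displaced by the 13 spots of bright background. The largest increases by this rule were those of Cop1, Slc35f3, Oas1b, Erbb3 and Col14a1, with log2 ratios of 3.64, 3.31, 3.07, 3.06 and 2.94 in their highest measured probes. Of the other Cop1 probes, 1 changed by only 0.19 and 1, well above background on the knockout array alone, by at least 0.50. With the signals of that probe as measured, the mean over the Cop1 probes was 1.44. The other Col14a1 probe, also above background on the knockout array alone, changed by at least 1.59, and the other probes of Slc35f3 and Erbb3 were not well above background on either array. No gene met the rule among the decreases, where the displaced fit left 10 probes. With normexp refitted without those spots, an alternative chosen after the data were seen, the Slc35f3 and Oas1b probes fell below 3-fold, at 1.27 and 1.22, and the probes with the largest increases by the rule were those of Cop1, Erbb3, Col14a1, Ifi211 and Ccl8. The Cop1 probe was then at 2.74 and the mean over the Cop1 probes at 0.98. Gpat2, at -2.11, then met the rule among the decreases. The largest bounds for signal on the control array alone were at least 1251-fold for Xist, 40.6-fold for Tsix and 20.6-fold for Gm21464, each in its most changed probe. On the log2 scale the other Gm21464 probe had a bound of only -0.68, and the other 3 Xist probes had bounds from -5.72 to -8.84. For signal on the knockout array alone they were at least 24224-fold for Cps1, 21.5-fold for Zfp979 and 15.8-fold for Iqca, whose other probes were not well above background on either array. The Cps1 spot lies among the 13 spots of bright local background, so its signal is not read as expression. Of the 319 and 194 probes, 5 and 5 lie on chromosome Y or belong to Xist or Tsix. Mmp3 was 3.40-fold higher in its 1 probe, with a log2 ratio of 1.77, but with the refitted normexp it fell below 3-fold, at 1.49. Sp7, which encodes Osterix, changed by -1.10, Runx2 by -0.40, Bglap by -0.24, Col1a1 by 0.08, Mki67 by 0.62 and Mmp13 by 0.36, and with normexp as planned Sp7, Runx2, Col1a1 and Mmp13 changed sign, to 0.18, 0.27, -0.68 and -0.35. Of the 3 Rptor probes above background, 1 changed by -1.97 and the others by -0.17 and 0.16, and their mean of -0.66 became 0.86 with normexp as planned.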

Finally, mRNAs with expression levels differing by at least 3-folds between control and TSC1-defected preosteoblasts were selected (*P*<0.05). Microarray data have been deposited in the GEO database under accession code GSE74781.

### Western blot analysis

Cells were lysed with 2% sodium dodecyl sulfate (SDS), 2 mol·L^−1^ urea, 10% glycerol, 10 mmol·L^−1^ Tris-HCl (pH 6.8), 10 mmol·L^−1^ dithiothreitol, and 1 mM phenylmethylsulfonyl fluoride. The lysates were centrifuged and the supernatants were separated by SDS-polyacrylamide gel electrophoresis and blotted onto a nitrocellulose membrane (Bio-Rad Laboratories, Hercules, CA, USA). The membrane was then incubated with specific antibodies to phospho-S6 (S235/236) (Cell Signaling Techonlogy, #2211), S6 (Santa Cruz Biotechnology Inc., sc-74459), phospho-AMPK (Thr172) (Cell Signaling Technology, #2535), AMPK (Cell Signaling Technology, #2532), Cxcl12 (Abcam, ab9797), collagen X (Abcam, ab58632), MMP-13 (Abcam, ab39012), collagen II (Abcam, ab185430), collagen I (Abcam, ab6308), osteocalcin (Santa Cruz Biotechnology Inc., sc-23790), RUNX2 (Abclonal, A2851), and β-actin (Cell Signaling Technology, #3700). The membrane was then visualized using an Enhanced Chemiluminescence Kit (Amersham Biosciences, Chalfont St. Giles, UK).

### Statistical analysis

All results were presented as the mean±s.d. using GraphPad Prism 6.00 (GraphPad Software, San Diego, CA, USA) and analyzed using Student’s *t* test or ANOVA (analysis of variance). Pearson’s linear correlation coefficients were used to measure the dependency of two variables. The level of significance was set at *P* < 0.05.

## Electronic supplementary material

Supplemental Figure legends and Figure

# Supplementary material for: Activation of mTORC1 in subchondral bone preosteoblasts promotes osteoarthritis by stimulating bone sclerosis and secretion of CXCL12
**Source:** Bone Res. 2019 Feb 20;7:5. doi: 10.1038/s41413-018-0041-8
**Supplement:** Supplementary file 1 — Supplemental Figure legends and Figure

Activation of mTORC1 in subchondral bone preosteoblasts promotes osteoarthritis by stimulating bone sclerosis and secretion of CXCL12

Chuangxin Lin^1,3#^, Liangliang Liu^1#^, Chun Zeng^1#^, Zhong-Kai Cui^2^, Yuhui Chen^1^, Pinling Lai^1,2^, Hong Wang^1^, Yan Shao^1^, Haiyan Zhang^1^, Rongkai Zhang^1^, Chang Zhao^1^, Hang Fang^1^, Daozhang Cai^1^*, Xiaochun Bai^1,2^*

^#^Chuangxin Lin, Liangliang Liu and Chun Zeng contributed equally to this work.

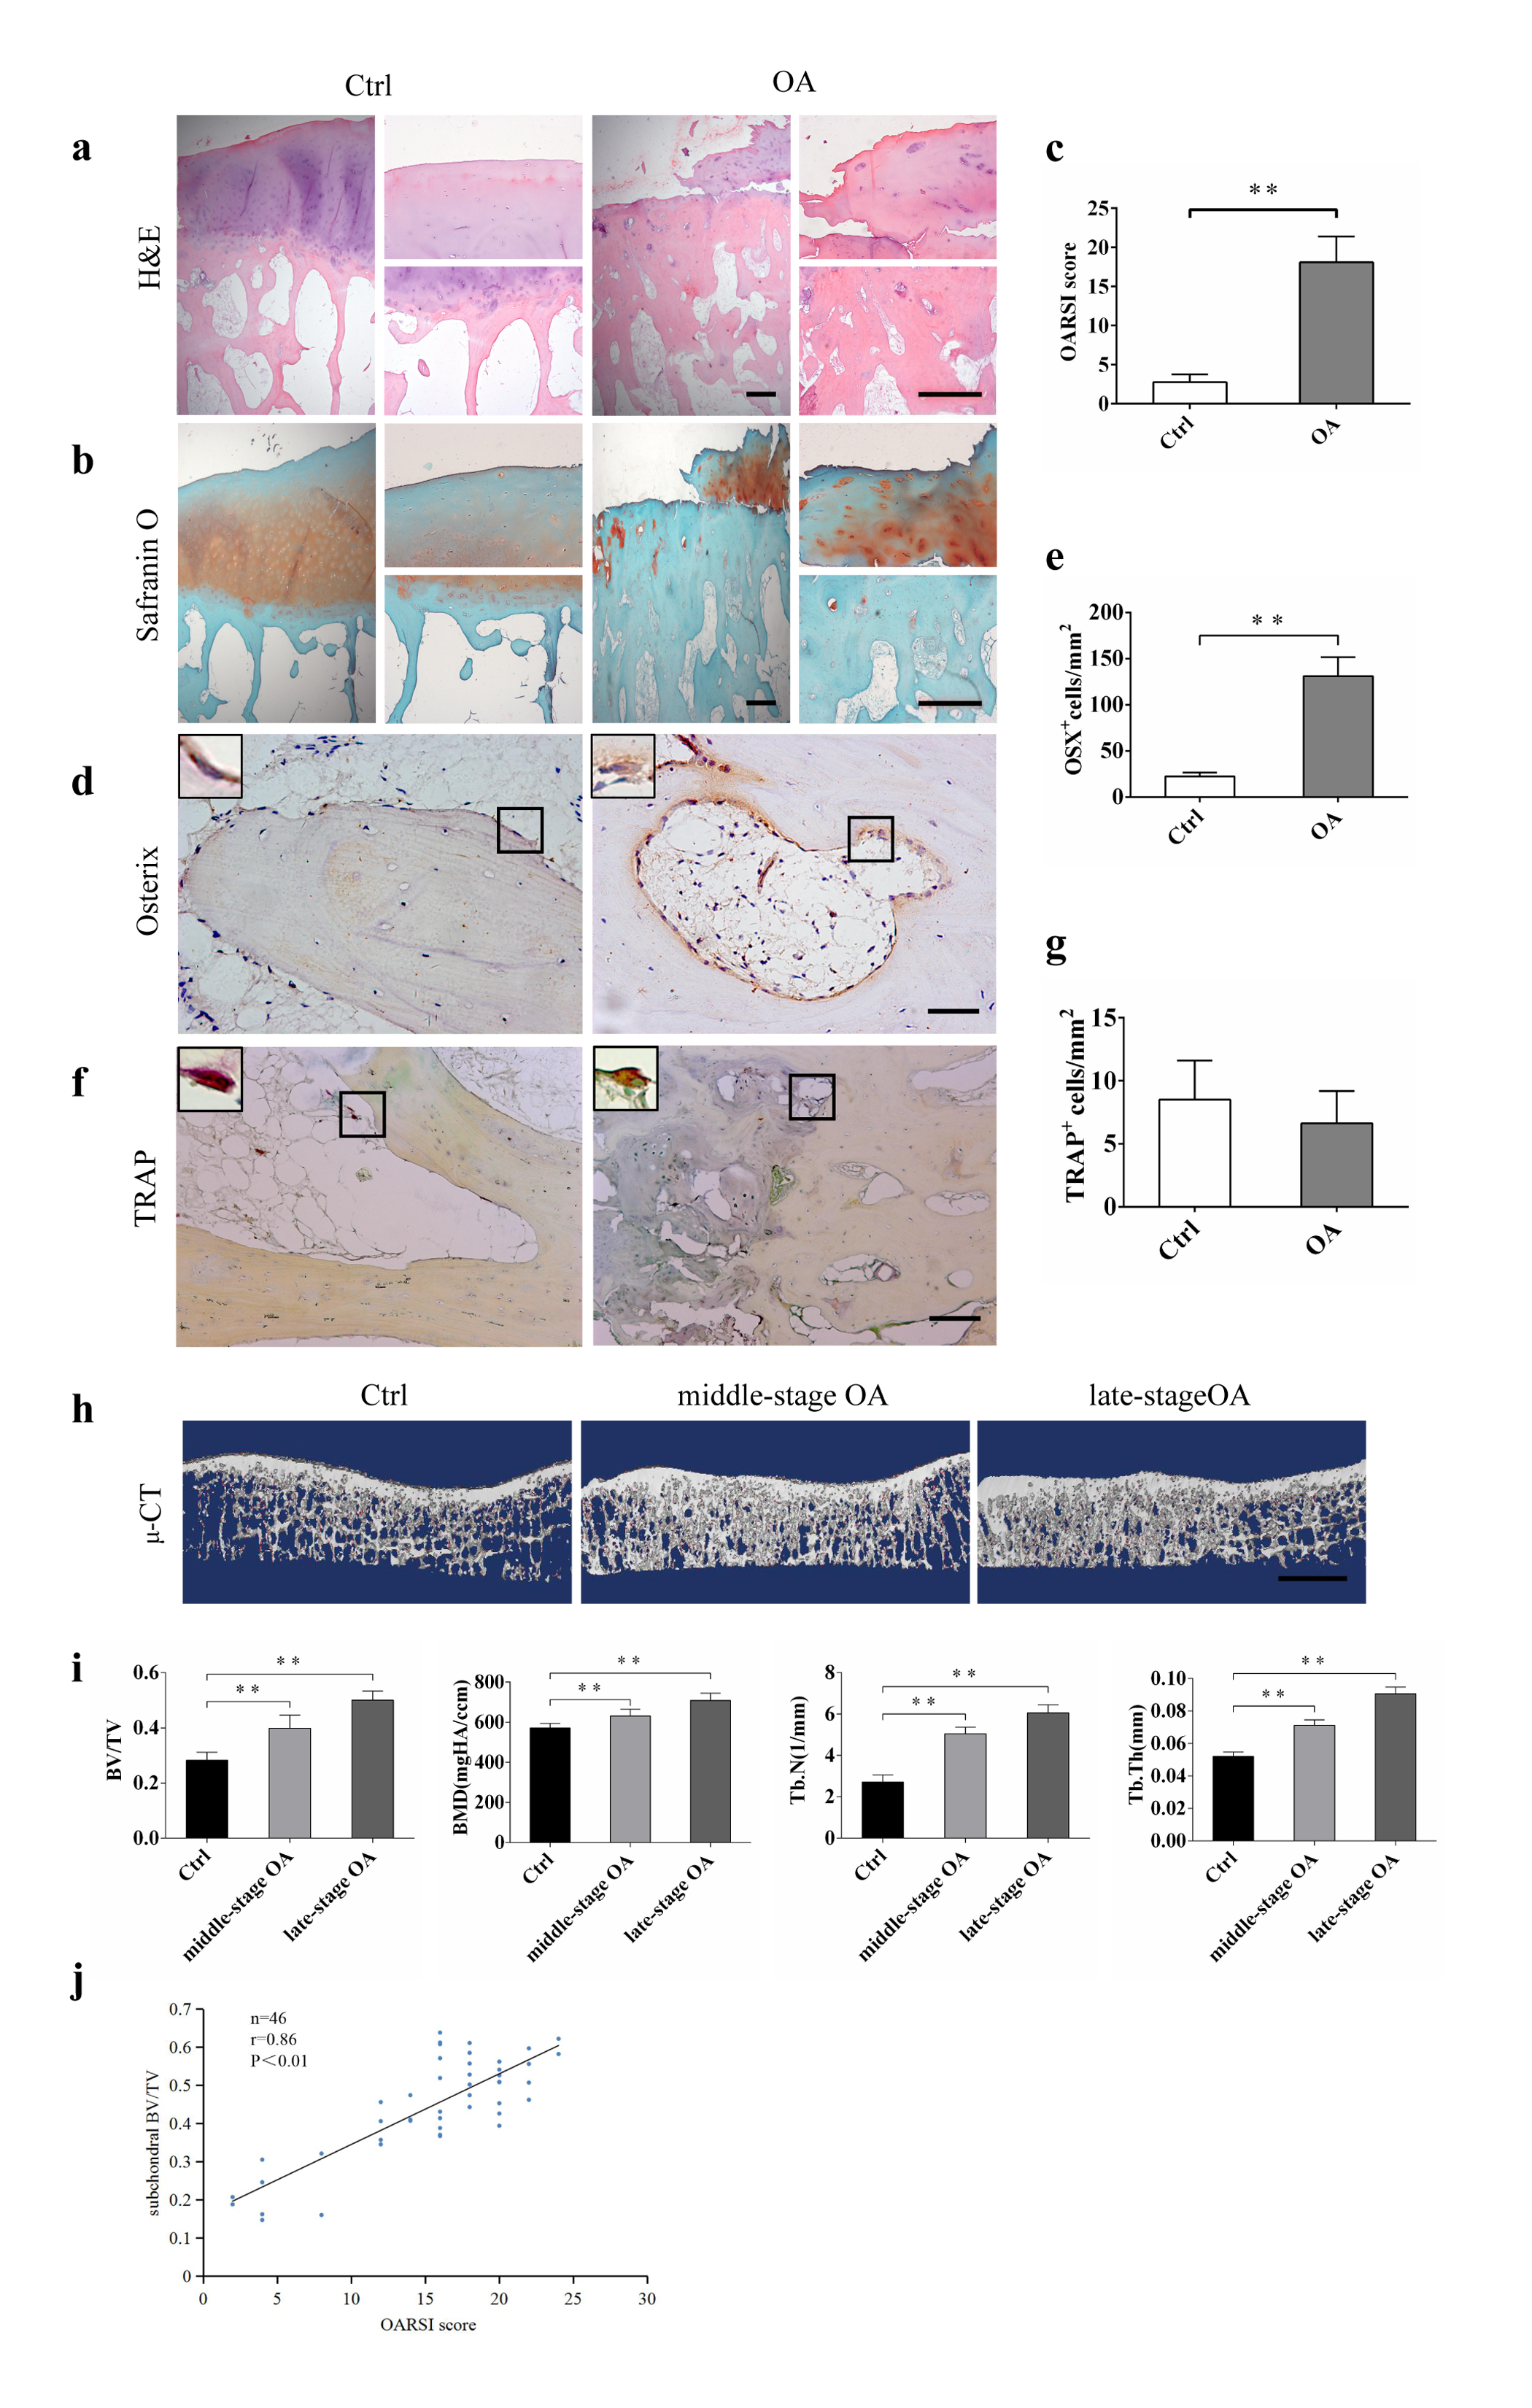

**Supplemental Figure 1. Aberrant bone formation is increased in human tibia subchondral bone during OA progression.** (a) Representative H&E and (b) Safranin O-Fast green staining of [coronal](C:/Users/hp/AppData/Local/youdao/dict/Application/7.5.0.0/resultui/dict/?keyword=coronal) sections of tibia articular cartilage and subchondral bone specimens from OA patients compared to that of non-OA patients (Ctrl). Scale bars, 100 μm. (c) OARSI scores based on the histology analysis of specimens from OA patients compared to that of non-OA patients. (d-g) Representative images and quantitative analysis of immunostaining of Osterix^+^ cells and TRAP staining of osteoclasts in tibial subchondral bone of OA patients and controls. Boxed area is magnified on the top corner. Scale bars: 50 μm (d), 100 μm (f). (h) Representative 3D reconstructed micro-CT images of [coronal](C:/Users/hp/AppData/Local/youdao/dict/Application/7.5.0.0/resultui/dict/?keyword=coronal) sections of subchondral bone medial compartment of OA patients compared to that of non-OA patients. Scale bars, 1 cm. (i) Quantitative analysis of structural parameters of subchondral bone from CT analysis: bone volume/tissue volume (BV/TV), bone mineral density (BMD), trabecular number (Tb.N) and trabecular thickness (Tb.Th). (j) Tibia subchondral BV/TV was positively correlated with OARSI scores analyzed by Spearman’s correlation coefficient test (r = 0.863，*P* < 0.001). Data are shown as mean ± s.d. and analyzed by Student’s t test or one-way ANOVA . n ≥ 8, ***P < 0.01.*

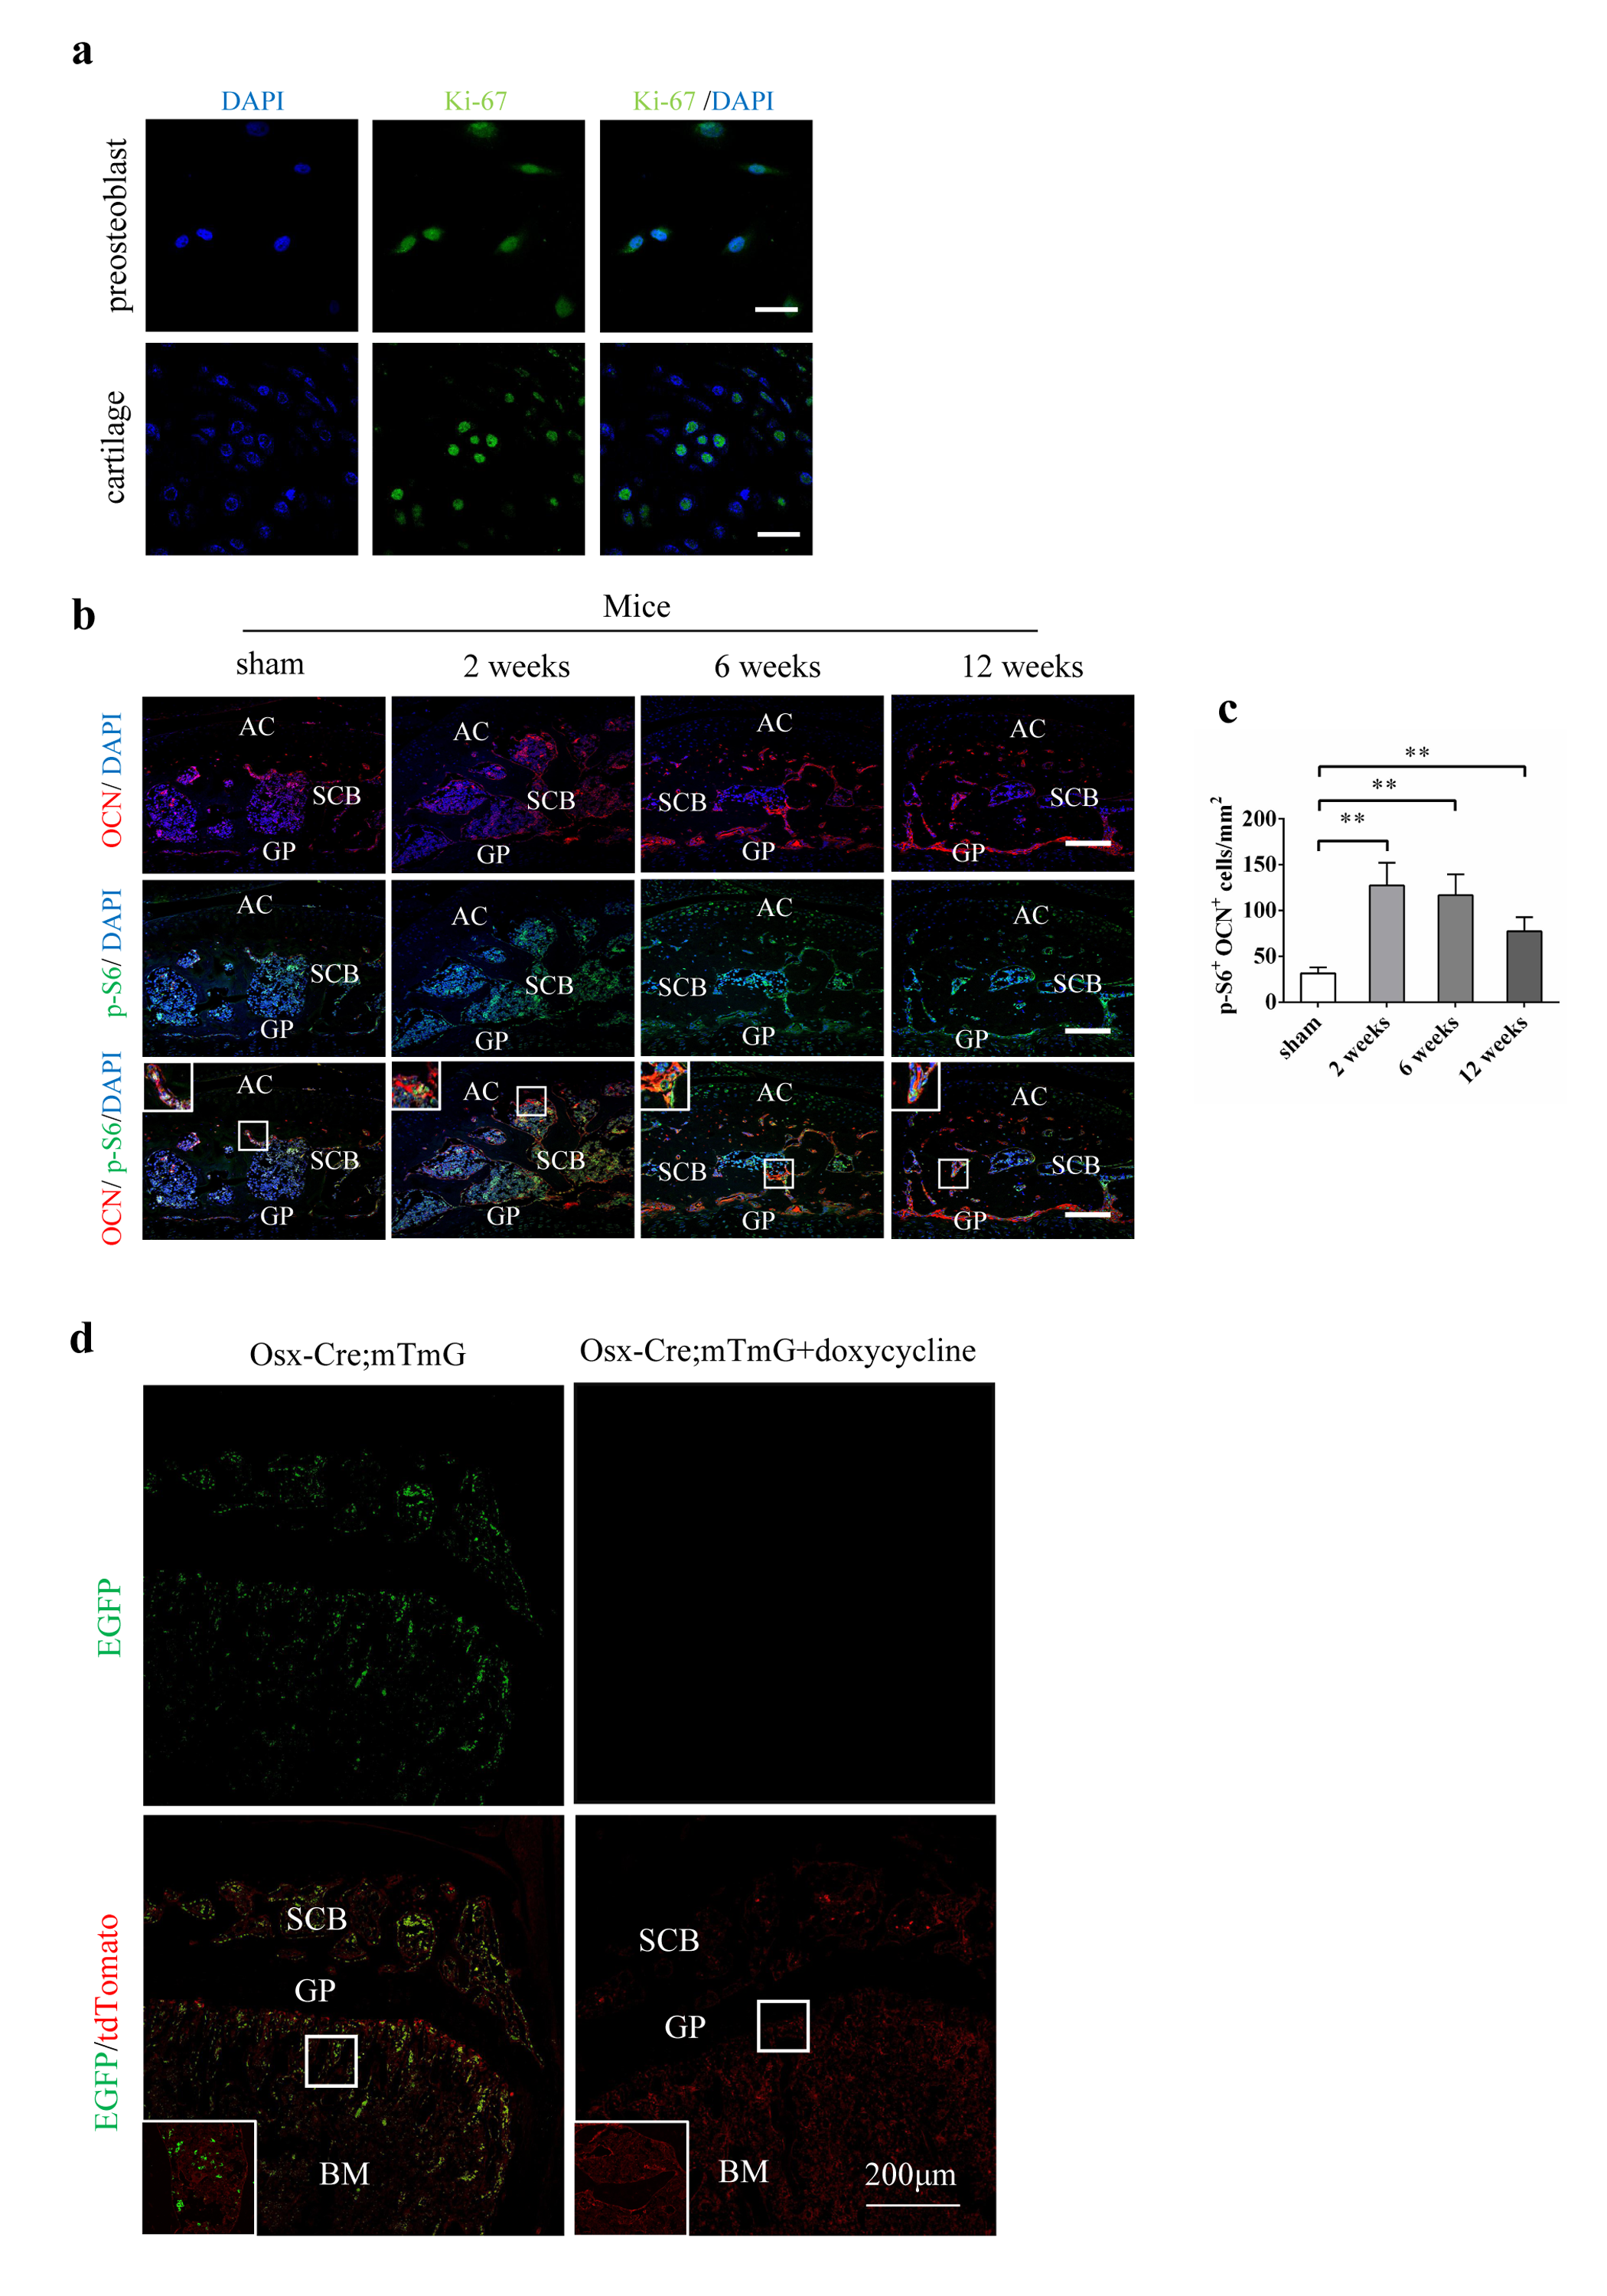

**Supplemental Figure 2. mTORC1 is activated in subchondral bone preosteoblasts in OA development.** (a) Immunofluorescent staining of Ki-67 in cultured primary preosteoblasts and mouse articular cartilage. Scale bars, 20 μm. (b-c) Representative immunofluorescent and quantitative analysis of p-S6 in OCN^+^ osteoblasts in tibial subchondral bone OA mice. Boxed area is magnified on the top corner. Scale bars, 100 μm. AC, articular cartilage; SCB, subchondral bone; GP, growth plate. (d) Osx-Cre targets osteoblast lineage cells. Confocal fluorescent images of EGFP and EGFP/tdTomato on longitudinal tibial sections from three-month-old Osx-Cre;R26-mT/mG mice administrated with or without doxycycline. SCB, subchondral bone; GP, growth plate; BM, bone marrow. Scale bars, 200 μm. Data are shown as mean ± s.d. and analyzed by one-way ANOVA . n ≥ 8, ***P < 0.01*.

**Supplemental Figure 3. mTORC1 activation in preosteoblasts promotes aberrant subchondral bone formation and OA development in mice.** (a) Generation and phenotypes of Osx1-GFP::Cre^TG/+^ TSC1^flox/flox^ mice. PCR analysis confirmed the presence of the Osx1-GFP::Cre^TG/+^ transgene in tissues from homozygote TSC1^flox/flox^ mice (ΔTSC1). (b) 12-week-old ΔTSC1 mice and their TSC1^flox/flox^ littermates. (c) Western blot analysis of p-S6 expression in tibia subchondral bone tissues from ΔTSC1 mice after TSC1 deletion and their TSC1^flox/flox^ littermates (Ctrl). (d) Representative H&E and Safranin O-Fast green staining of sagittal sections of knee joint of 12-weeks-old ΔTSC1 mice after TSC1 deletion vs. their littermates (Ctrl). Scale bars,100μm. Representative micro-CT images of sagittal and coronal views of tibia subchondral bone. Scale bars, 1mm. (e-f) Quantitative analysis of bone mass in subchondral bone: bone volume / total volume (BV/TV) and bone mineral density (BMD). (g-i) Immunostaining of Osterix^+^ cells and TRAP staining of osteoclasts in tibial subchondral bone of 12-weeks-old ΔTSC1 mice after TSC1 deletion vs. their littermates (Ctrl). Quantitative analysis of Osterix^+^ cells or TRAP^+^ cells per square millimeter (mm^2^). Scale bars, 100 μm. Data are shown as mean ± s.d. and analyzed by Student’s t test. n ≥ 6, ***P < 0.01.*

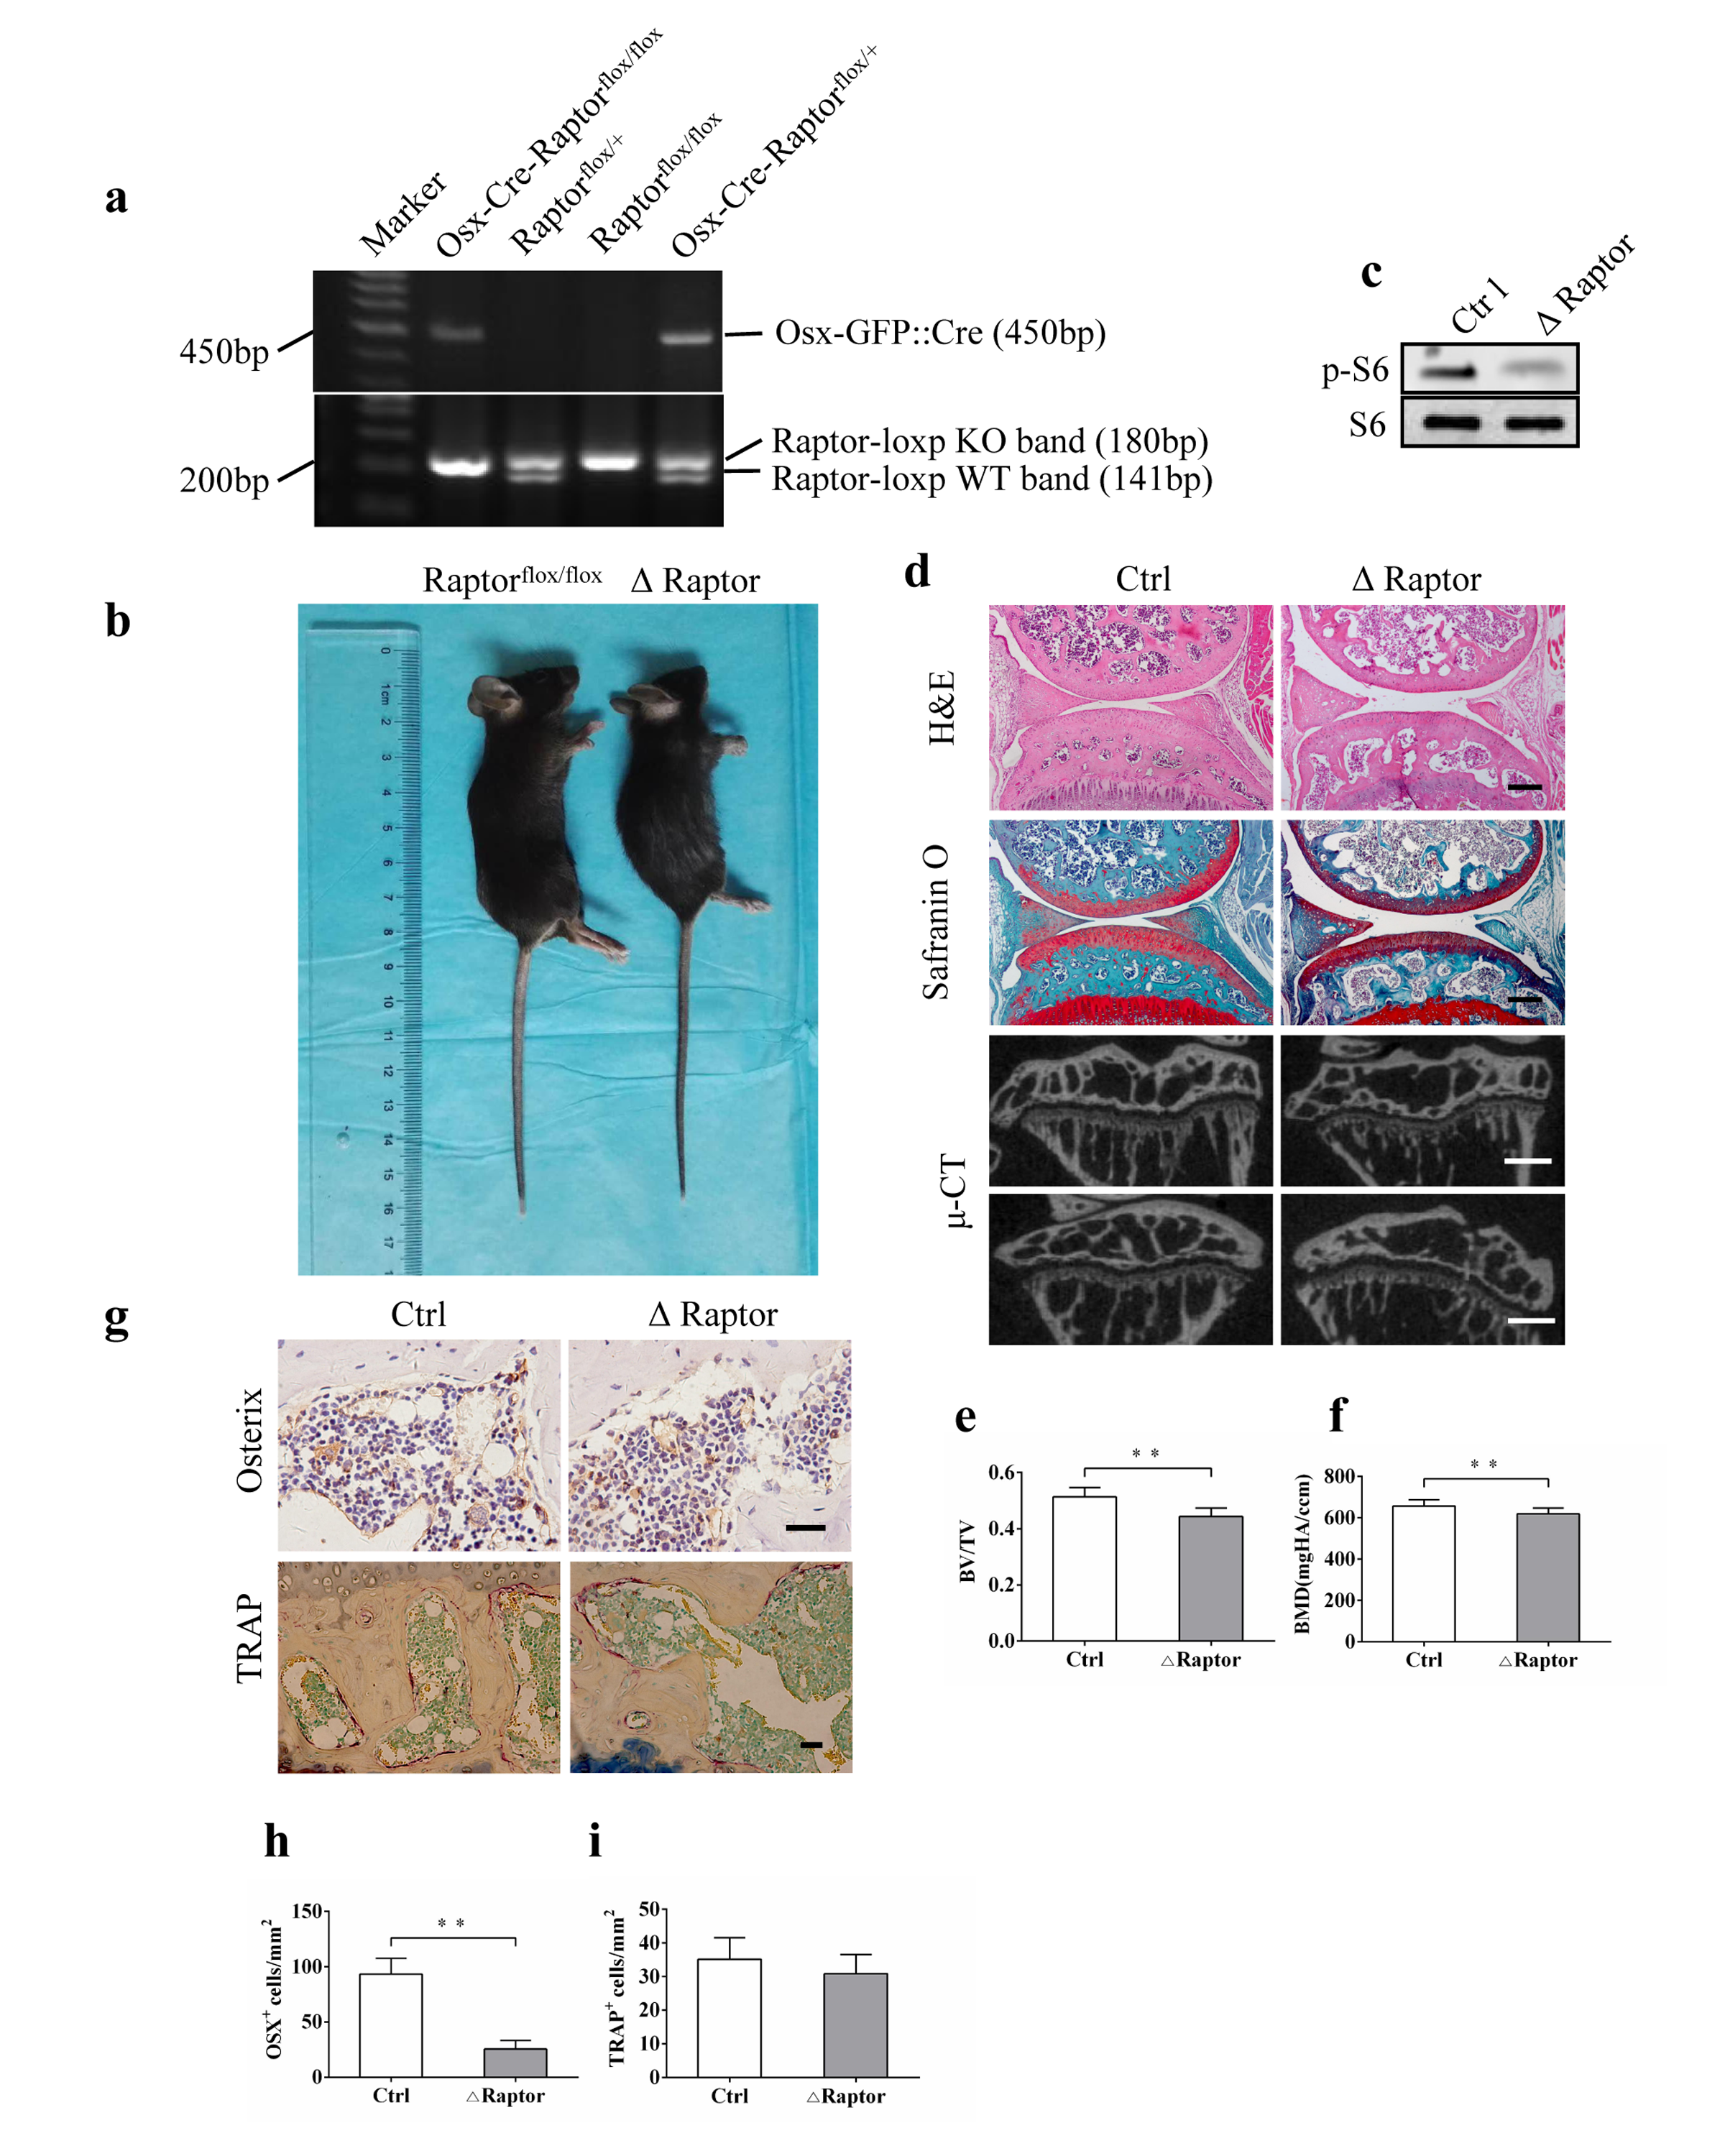

**Supplemental Figure 4. Down-regulated mTORC1 activation in preosteoblasts prevents aberrant subchondral bone formation and OA development in mice.** (a) Generation and phenotypes of Osx1-GFP::Cre^TG/+^ Raptor^flox/flox^ mice. PCR analysis confirmed the presence of the Osx1-GFP::Cre^TG/+^ transgene in tissues from homozygote Raptor^flox/flox^ mice (ΔRaptor). (b) 12-week-old ΔRaptor mice and their Raptor^flox/flox^ littermates. (c) Western blot analysis of p-S6 expression in tibia subchondral bone tissues from ΔRaptor mice after Raptor deletion and their littermates (Ctrl). (d) Representative H&E and Safranin O-Fast green staining of sagittal sections of knee joint of 12-weeks-old ΔRaptor mice after Raptor deletion vs. their littermates (Ctrl). Scale bars,100μm. Representative micro-CT images of sagittal and coronal views of tibia subchondral bone. Scale bars, 1mm. (e-f) Quantitative analysis of bone mass in subchondral bone: bone volume / total volume (BV/TV) and bone mineral density (BMD). (g-i) Immunostaining of Osterix^+^ cells and TRAP staining of osteoclasts in tibial subchondral bone of 12-weeks-old ΔRaptor mice after Raptor deletion vs. their littermates (Ctrl). Quantitative analysis of Osterix^+^ cells or TRAP^+^ cells per square millimeter (mm^2^). Scale bars, 100 μm. Data are shown as mean ± s.d. and analyzed by Student’s t test. n ≥ 6, ***P < 0.01.*

How the deposited data were processed for this re-analysis (not part of the article)

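RNA of calvarial osteoblast-lineage cells was profiled on 2 Agilent whole mouse genome arrays of the 4×44K design, 1 for control cells and 1 for cells labelled Tsc1 knockout, each from the pooled RNA of 3 newborn mice. The samples were assigned to conditions from their labels and the paper's methods.

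The deposited scanner files hold the fluorescence intensity of each spot from Agilent Feature Extraction 10.7, as mean and local background intensities and as the processed signal, which the software had background-subtracted and detrended within the array but not scaled between arrays. The deposited scanner files also hold the software's p-value that a spot equals its background, which entered only the comparison of rows described below. The authors also deposited a table of log2 values with 1 row per probe, made by a background subtraction and normalization whose method is not given in the sources used here.

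From the scanner files, control spots were left out, as were 16 probes with no spot free of a non-uniformity or population outlier flag. The log2 processed signals of the spots of a probe were averaged, and the 75th percentile over the probes of the array was subtracted. A probe counted as well above background where at least 0.5 of its spots carried that mark, which held for 27206 probes on both arrays and for 1748 on only 1. For the latter, the bright value was set against the higher of the dim probe's own value and the lowest value well above background on the dim array, and the difference is given as a lower bound. The value of a gene with several probes is the mean over its probes well above background on at least 1 array. The error between spots is the SD of the log2 ratio over the spots of a probe, pooled over probes printed 10 times with over 5 spots left. The number of arrays limits the precision of every value, and no test between the conditions was possible.

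Probe coordinates are those of the scanner files, in mm9. Gene names were updated with a RefSeq gene table of the assembly GRCm38.p6, of which no coordinates were used. Of the probes, 27668 were named through an accession, 5589 carried a current symbol, 459 were named through a single synonym, 1276 kept the name of the array design and 6182 had no gene name.

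Every measured column of the scanner files, 137 in all, was compared between spots. In 5 pairs of spots all of them were equal on both arrays. The row of each pair whose fitted multiplicative surface did not follow that of the 12 nearest spots was taken as the repeat, and this was so for all 4 Tsc1 probes and for the Cxcl9 probe. A row exchanged with a nearby spot would escape this check. Values of these rows are given as listed and are not read as measurements of Tsc1 or Cxcl9.

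The genes named in the text were fixed by a rule before the data were examined. They are Tsc1 and Cxcl12, the genes the paper names for these cells, the 5 genes with the largest change in each direction past 3-fold under the 75th percentile, quantile and normexp settings, the 3 with the largest bound in each direction, and the 2 members with the largest change of each gene list discussed, of which 1 is not reported here. Gpat2, Ifi211, Esam, Kdr and the genes whose values the repeated rows hold, Necab1, Adcy1, Tdrd1, Rin3 and Ifi27l2a, fall outside that rule and were named after their values were seen. Lists of marker and pathway genes, 22 in all, were also written before the data were examined, and the median log2 ratio of each was placed among 10000 random lists of the same size matched on signal in 20 bins. The list of X inactivation holds only Xist, which had no value on both arrays.

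The alternatives set before the data were examined were median scaling, the 75th percentile over probes well above background on both arrays, quantile and loess normalization, no scaling, normexp with an offset of 50, the authors' values, a floor, other filters on dim probes, flagged spots kept, thresholds of 2-fold and 5-fold, gene names in place of probes and each Cxcl12 probe alone. A refitted normexp and the omission of the repeated rows were added after the data were seen. The step that calls 3-fold differences was tested on data simulated from the control array, with noise drawn from the spots. It called 0 of 50 probes changed 2-fold, 49 of 50 changed 4-fold, 50 of 50 changed 6-fold and 50 of 50 changed 10-fold, and 0 unchanged probes. Both simulated arrays carried the background marks of the control array, so calls by a bound were not tested. The noise was the error of spots within an array, so the simulation says nothing about variation between pools. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, R 4.3.3, limma 3.58.1 and mgcv 1.9.3 were used.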

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

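All gene lists below were written before the data were examined, and the paper does not report on them as lists. It does report more proliferating Osterix+ cells by Ki-67 staining in subchondral bone of ΔTSC1 mice. It also reports higher Cxcl12 in ΔTSC1 preosteoblasts. Mki67 is a member of the cell cycle list and Cxcl12 of the chemokine list. These lists are given here because their median lay outside the central 95% of random lists matched on signal. That limit was set after the percentiles were seen, and 10 of the lists passed it. The genes of a random list were drawn independently. Genes of a list that move together between pools can pass the limit through a single shared difference. The tests of the interferon, cell cycle, Y-linked and other lists were chosen only after the results were seen, except for the test of the sex makeup. Each compares 1 pool with 1 pool.

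The Y-linked list had a median log2 ratio of 1.69, with all 4 genes higher on the knockout array. Its members with the largest change were Ddx3y at 1.76 and Uty at 1.73. The percentile among random lists was 100. Xist went the other way, at least 1251-fold lower in the most changed of its 4 probes. A different sex makeup of the pools predicted Y-linked genes and Xist past 1 on the log2 scale in opposite directions, and the value of 1.69 met it. A candidate explanation is a control pool with 1 male of 3 mice and a knockout pool of 3 males. It predicts a ratio of 3, and the median lay 0.11 from the log2 of 3. Sex goes with genotype in this design, so a sex-dependent gene and a Tsc1-dependent gene cannot be told apart with 1 array per condition.

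The interferon-response list had a median of 1.42, and 16 of 16 measured genes were higher on the knockout array, at percentile 100. Oas1a at 2.87 and Oasl1 at 1.96 changed most. A scaling or intensity-dependent bias would shift other genes of the same signal alike. The median of random lists matched on signal was -0.498% of the list's median, negative because it went the opposite way, which argues against an intensity-dependent bias as the whole cause. A constant factor would shift those lists too, and this list lay above all of them. The list was selected for lying outside those random lists, so this comparison largely restates the selection. Apart from it, the median was 1.36 under median scaling, 1.42 under quantile and 1.44 under loess normalization. RNA of more leukocytes in the knockout pool would raise leukocyte genes at least as much as this list. An effect of such cells on the other cells was not tested. The largest median of the macrophage, neutrophil and lymphoid lists was 0.32. The macrophage and osteoclast list had a median of 0.20 over 13 genes, with 9 higher and 4 lower. It lay below 1.42 by more than its SD of 1.11, which argues against the RNA of more macrophages as the whole cause. Tyrobp, at 2.52, went the other way. Only 3 neutrophil and 3 lymphoid genes were measured, so more of those cells remained open. Variation between pools unrelated to the genotype may also give such a shift and cannot be told apart from the genotype with 1 array per condition.

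The cell cycle list had a median of 0.52, with 24 of 24 genes higher, at percentile 100, led by Top2a at 0.74 and Aurkb at 0.66. By the same test the median of matched random lists was -4.45% of its own, which argues against a scaling or intensity-dependent bias as the whole cause. Here too the comparison largely restates the selection. Apart from it, the list's median was 0.46 under median scaling, 0.51 under quantile and 0.54 under loess normalization. It was 0.44 under the refitted normexp and 0.093 under normexp as planned, whose fit was displaced by the 13 spots of bright background. A difference in growth of the cells between pools was not tested.

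The chemokine list had a median of 0.64 at percentile 100 over 19 listed genes. Cxcl9 is listed at 2.51, but its row repeats that of Ifi27l2a and is no reading of Cxcl9. Without it, 14 of 18 genes were higher and the median was 0.64, also at percentile 100. Ccl8 changed by 2.69. Lists of other tissues were also higher. The medians were 0.57 for muscle (percentile 100), led by Myl1 at 1.02 and Tnni1 at 0.85, 0.52 for adipocyte (percentile 98.5), led by Car3 at 0.94 and Fabp4 at 0.70, 0.48 for neural (percentile 99.5), led by Sox10 at 1.48 and Stmn2 at 0.82, and 0.32 for chondrocyte (percentile 99.7), led by Col9a1 at 1.32 and Lect1 at 1.15. Higher and lower genes numbered 10 and 2 for muscle, 7 and 1 for neural and 12 and 1 for chondrocyte. Only 4 of 9 adipocyte genes were measured, and all 4 were higher. Smaller shifts were 0.082 for lysosome genes (percentile 99.6), which fell to 0.020 under median scaling and -0.27 under normexp as planned, with Grn at 0.36, and -0.10 for ATF4 targets (percentile 0.76), with Chac1 at -0.33 and Slc7a3 at -0.27. For the chemokine list and those of other tissues, the median of matched random lists was at most 9.25% of the list's own, which argues against a scaling or intensity-dependent bias as the whole cause. This again largely restates the selection. Under loess normalization the medians were 0.66 for the listed chemokine genes, 0.58 for muscle, 0.53 for adipocyte, 0.44 for neural and 0.34 for chondrocyte. For the lysosome list the share of the matched lists was -23.5%, and its median was 0.075 under quantile and 0.10 under loess normalization. This argues against an intensity-dependent bias as the whole cause. The median fell to less than 50% of its value under median scaling, and to 0.034 with no scaling. These settings move all genes by a constant, so they do not test such a bias. How far the lysosome genes were higher thus depends on the scaling, and the test as set did not decide for them. For ATF4 targets the share was 22.7%, between the limits of 20% and 50% set for this test, which therefore did not decide. Their median of -0.10 was -0.11 under quantile and -0.083 under loess normalization. Apart from that test, the loess value argues against an intensity-dependent bias as the whole cause, while part of the shift was shared by the matched lists. A smaller share of osteoblasts in the knockout pool is a candidate explanation for the lists of other tissues. The osteoblast list had a median of 0.0039, but 9 of its genes were higher and 9 lower, so it does not decide. The tissue dissected for each pool and the genotype cannot be told apart here.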

How the results depend on the processing

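The refitted normexp and the omission of repeated rows were added after the data were seen. No paired analysis was possible because each condition has 1 array and the results come from no test.

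Median scaling, the 75th percentile over probes well above background on both arrays, quantile and loess normalization, no scaling, the authors' values, the floor and the omission of repeated rows left the Cxcl12 ratio within 0.12 of its value, between 0.98 and 1.07. They left the counts and the Cxcl12 rank within 1.5 times, and each gene list median within 0.12. Flagged spots kept and gene names in place of probes also left the counts within 1.5 times. The omission of repeated rows gives no Tsc1 value. The listed Tsc1 values are those of other genes, so their stability says nothing about Tsc1.

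Normexp as planned depends on 13 spots with bright local background on the knockout array. They moved its fitted background mean from -10.3 to -768, and the median log2 ratio rose by 0.63. It gave a listed Tsc1 ratio of 2.08, with the sign reversed, a Cxcl12 ratio of 0.30, counts of 10022 higher and 10 lower and a Cxcl12 rank of 15147. The share of higher among all calls was 99.9%, against 62.2% in the main setting. List medians became 0.21 for the paper's genes, -0.13 for glycolysis, -0.65 for ATF4 targets, -0.27 for lysosome, 0.093 for cell cycle, -0.15 for osteoblast, 2.62 for erythroid, 2.63 for neutrophil, 2.22 for macrophage and osteoclast, 2.35 for lymphoid, 2.06 for endothelial, 1.80 for muscle, 1.65 for chondrocyte, 1.88 for adipocyte, 2.15 for neural, 2.47 for keratinocyte, -0.24 for stress, 1.23 for interferon and 1.16 for chemokine genes. Of the named genes past 3-fold, Tsix at 0.43 and Gm21464 at 1.84 reversed their sign. Of named genes under 3-fold, Rptor at 0.86, Mtor at 0.94, Sp7 at 0.18, Runx2 at 0.27, Prkaa1 at 0.03, Prkaa2 at 0.24, Col1a1 at -0.68, Col2a1 at -0.14, Mmp13 at -0.35 and Actb at -0.44 changed sign as well.

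Normexp refitted without those spots gave a listed Tsc1 ratio of -0.64, counts of 46 higher and 12 lower and a Cxcl12 rank of 138. The share of higher among all calls was 79.3%. Its offset of 50 is added to every signal, which shrinks the ratios of dim probes by construction. List medians were 0.083 for erythroid, 0.050 for lymphoid, 0.30 for muscle, 0.38 for adipocyte, 0.23 for neural, 0.10 for keratinocyte, 1.16 for interferon, 0.37 for chemokine and 1.37 for Y-linked genes. With this fit in the rule for named genes, 33 genes qualified among the increases in place of 84, and 1 among the decreases, Gpat2 at -2.11.

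Dim probes set much of the counts. Without a filter, 557 probes were higher and 306 lower and the Cxcl12 rank was 1601. With signal well above background on both arrays, 143 were higher and 39 lower. A threshold of 2-fold gave 784 and 432, and 5-fold gave 124 and 84. List medians without a filter were -0.049 for lymphoid, with the sign reversed, 0.26 for muscle and 0.13 for keratinocyte. With signal on at least 1 array they were 0.39 for erythroid, 0.92 for neutrophil, 0.94 for adipocyte and 0.79 for chemokine genes. The cause was not tested beyond the number of probes admitted.

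Of 350 values of 35 other named genes under the alternatives, 286 moved by less than the SD between spots, 62 moved by more, 32 of these under normexp, and the other 2 are the reversals of Tsix and Gm21464. Whatever the size of the ratio, 15 of the 350 values changed sign, in 14 genes, with 12 under normexp and 1 each under median scaling (Rps6), loess (Hif1a) and the refitted normexp (Rps6).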

Differences from the paper's values

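The paper's value for Cxcl12 mRNA in ΔTSC1 over control preosteoblasts is over 20-fold, by quantitative PCR (Fig. 5a). The array value was 2.06-fold. The assays differ, and so do the descriptions of the cells. The labels of the arrays give osteoblasts of mice with an osteocalcin-promoter Cre against wild-type controls, in 1 pool each, and the paper's value is for preosteoblasts of mice with Osx1-GFP::Cre. The paper gives no array value for Cxcl12. The alternatives set for the Cxcl12 ratio before the data were examined all remained below the paper's value, with 1.97-fold under median scaling, 2.06-fold under the 75th percentile over probes well above background on both arrays, 2.05-fold under quantile normalization, 2.09-fold under loess, 1.99-fold without scaling, 1.23-fold under normexp, 2.05-fold in the authors' values, 2.06-fold with a floor, and 2.17-fold and 1.95-fold for each probe alone. The alternatives added after the values were seen gave 1.97-fold with the refitted normexp and 2.06-fold without the repeated rows.

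The paper selects mRNAs by a threshold of 3-fold and names Cxcl12 among the up-regulated ones. Cxcl12 was higher here, but neither of its 2 probes reached 3-fold in any scaling, in the authors' values included, and a threshold of 2-fold admits 1 of the 2 probes. The higher probe reached at most 2.20-fold, under loess normalization.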

Other observations

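The tests of the repeated rows were chosen only after the result was seen, and the tests of the 3-fold probes and of Cxcl12 were set before.

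All 4 Tsc1 rows and the Cxcl9 row hold the values of other genes on both arrays and in the authors' table. If these were spots that measured alike, the fitted surface in each row would follow its own place. Instead the smallest departure was 15.3 times the largest of any other spot on the same array, which argues against it. How the rows came to hold these values was not tested. The genotype label of the array was therefore not checked by Tsc1. The paper's quantitative PCR and protein measures of Cxcl12 (Fig. 5a) were also higher in ΔTSC1 cells, which does not settle the label. Of the other members of the pairs, Rin3, Adcy1, Necab1 and Tdrd1 were dim, with control signals of 88.6, 48.8, 49.1 and 89.9 and knockout signals of 20.6, 13.5, 14.4 and 24.6.

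The probes that differed by 3-fold were weighed against several explanations. Of the 513 called probes, at least 93.6% stayed past 3-fold in the same direction under median, quantile and loess normalization. The share was 98.4% after the trend on GC content of the probe was removed and 98.4% after the smooth trend on row and column was removed. These values argue against scaling, GC content or a smooth slide position effect as the whole cause. Far fewer calls stayed under normexp, with 295 higher and 2 lower as planned and 46 and 10 with the refitted fit. The calls thus depend on the background correction. A local defect is not removed by a smooth trend, and 2 of the called probes lie among the 13 spots of bright background. A segment of the 129S4/SvJae strain around the floxed Tsc1 allele would concentrate called probes near it. Within 20 Mb of Tsc1 lay 10 of 509 called and 533 of 28950 tested probes, the Tsc1 rows left out, a ratio of 1.07, which argues against it. The different sex makeup of the pools accounts for the Y-linked genes, with a median of 1.69, and for Xist, and 10 of the 513 called probes are Y-linked or belong to Xist or Tsix. Whether it reaches other genes was not tested. Variation between pools unrelated to the genotype remains open, since there is 1 array per condition, and a second pool of either genotype would be needed.

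For Cxcl12, a single faulty spot or probe would leave the other probe unchanged, and the lower of the 2 probes still differed by 0.96, which argues against it. More endothelial cells in the knockout pool would raise the endothelial list at least as much as Cxcl12, and under 0.5 of the Cxcl12 ratio was set as the value against it. The median was 0.12, 0.92 below Cxcl12, which is more than the SD of 0.62 over the 8 genes. Of these, 5 were higher and 3 lower, from 1.25 for Erg and 1.03 for Ramp2 to -0.42 for Esam. Esam and Kdr lay within 2-fold of the lowest signal well above background, where a ratio says little. Without them the median was 0.43, which is 0.61 below Cxcl12 with an SD of 0.61 over 6 genes and so no longer below it by more than the spread. This check was chosen after the values were seen. The median of 0.43 still lay under 0.5 of the Cxcl12 ratio, the value set against this explanation. By the spread, the list speaks against more endothelial cells only with the help of its dimmest genes. The explanation therefore remains open. The sex of the mice and the variation between pools remain open for Cxcl12, as for the other genes.

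Other lists written before the data were examined lay inside the central 95% of random lists. Their medians were 0.03 for glycolysis (percentile 92.1, with -0.13 under normexp as planned), -0.05 for sterol and lipid genes (percentile 16.2), -0.08 for the stress of digestion (percentile 4.18), 0.26 for erythroid (percentile 83.2), 0.06 for neutrophil (percentile 38.0), 0.20 for macrophage and osteoclast (percentile 93.1), 0.32 for lymphoid (percentile 87.8), 0.12 for endothelial (percentile 80.4), 0.27 for keratinocyte (percentile 93.6), 0.0039 for osteoblast (percentile 56.3, with -0.15 under normexp as planned) and 0.02 for the paper's genes (percentile 79.9). The last value includes the listed Tsc1 value, and without the repeated rows it was 0.05. Under median scaling the medians for glycolysis, neutrophil, osteoblast and the paper's genes changed sign, to -0.03, -0.005, -0.06 and -0.04.

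Among the paper's genes, Acp5 changed by 0.62, Col2a1 by 0.36, Acan by 0.20, Tgfb1 by 0.15, Tsc2 by -0.09, Mtor by -0.18, Rps6 by 0.05, Prkaa1 by -0.13, Prkaa2 by -0.37, Hif1a by -0.01, Gapdh by -0.13 and Actb by 0.07. The sign of Col2a1, Mtor, Prkaa1, Prkaa2 and Actb changed under normexp as planned, that of Rps6 under median scaling and the refitted normexp, and that of Hif1a under loess normalization. Of the 2 Cxcr4 probes, 1 was well above background on the knockout array alone, at least 2.49-fold higher. Col10a1 was not well above background on either array.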
